# The transcriptional landscape of the cultured murine middle ear epithelium *in vitro*

**DOI:** 10.1242/bio.056564

**Published:** 2021-04-23

**Authors:** Apoorva Mulay, Md Miraj K. Chowdhury, Cameron T. James, Lynne Bingle, Colin D. Bingle

**Keywords:** *In vitro*, Middle ear, Otitis media, Transcriptomics

## Abstract

Otitis media (OM) is the most common paediatric disease and leads to significant morbidity. Although understanding of underlying disease mechanisms is hampered by complex pathophysiology, it is clear that epithelial abnormalities underpin the disease. The mechanisms underpinning epithelial remodelling in OM remain unclear. We recently described a novel *in vitro* model of mouse middle ear epithelial cells (mMEECs) that undergoes mucociliary differentiation into the varied epithelial cell populations seen in the middle ear cavity. We now describe genome wide gene expression profiles of mMEECs as they undergo differentiation. We compared the gene expression profiles of original (uncultured) middle ear cells, confluent cultures of undifferentiated cells and cells that had been differentiated for 7 days at an air liquid interface (ALI). >5000 genes were differentially expressed among the three groups of cells. Approximately 4000 genes were differentially expressed between the original cells and day 0 of ALI culture. The original cell population was shown to contain a mix of cell types, including contaminating inflammatory cells that were lost on culture. Approximately 500 genes were upregulated during ALI induced differentiation. These included some secretory genes and some enzymes but most were associated with the process of ciliogenesis. The data suggest that the *in vitro* model of differentiated murine middle ear epithelium exhibits a transcriptional profile consistent with the mucociliary epithelium seen within the middle ear. Knowledge of the transcriptional landscape of this epithelium will provide a basis for understanding the phenotypic changes seen in murine models of OM.

## Abstract (precis)

**Summary:** This paper presents a genome wide transcriptional analysis of murine middle ear epithelial cells as they undergo differentiation to a mucociliary phenotype representative of the native middle ear epithelium.

## INTRODUCTION

Otitis media (OM), a group of inflammatory diseases of the middle ear, is the leading cause of paediatric surgery and the most frequent reason for the prescription of antibiotics (Bakaletz, 2010; Woodfield and Dugdale, 2008). It can have both acute and chronic (recurrent) presentations the consequences of which may be life-long. Over 80% of children develop at least one incidence of OM by 3 years of age and over 700 million cases occur world-wide per year (Monasta et al., 2012).

Children with recurrent episodes of OM are at risk of developing hearing loss and it is estimated that, globally, over 100 million people have hearing loss due to OM. Consequently, the disease is a major paediatric clinical problem that produces significant morbidity and quality-of-life issues across the world, with the major burden being seen in children in developing countries (Monasta et al., 2012).

The middle ear epithelium and its secretions are involved in maintaining homeostasis and sterility within the middle ear cavity (MEC). Multiple host defence proteins have been shown to help protect the middle ear cavity. For example, we recently identified BPIFA1 as an abundant secretory protein produced by the middle ear epithelium and showed that loss of the gene exacerbated disease severity in an established model of OM (Mulay et al., 2018). Furthermore, loss of the gel forming mucin, MUC5B has also been shown to cause OM (Roy et al., 2014). OM can be considered to be a disease of the middle ear epithelium. The epithelial lining of the middle ear cavity varies according to the location (Luo et al., 2017; Tucker et al., 2018). The epitympanum is lined by squamous epithelium while the middle ear proper is lined by cuboidal epithelium and the hypotympanum by ciliated columnar epithelium. Phenotypic changes throughout the middle ear epithelium are key to the pathophysiology of OM (Tucker et al., 2018; Thompson and Tucker, 2013). Current knowledge suggests that OM is caused by an unrestrained response by the middle ear epithelium to an exogenous trigger, often a pathogen (Juhn et al., 2008; Kurabi et al., 2016). This is associated with excess production of secretory proteins from the abnormal epithelium, which along with an important contribution of inflammatory cells, produce middle ear exudates (Bakaletz, 2010). The mechanisms underpinning the epithelial remodelling remain unclear but a complex interaction between the epithelium, unrestrained inflammatory cells and otopathogens, results in the development of an abnormal mucociliary epithelium that contributes to the development of the characteristic exudates.

The ability to identify the function of different epithelial cell types and their products within the middle ear has limited our understanding of phenotypic changes underpinning OM development. Research into the pathogenesis of OM is limited because of difficulties in accessing appropriate samples, at an early stage in the disease process. Most studies have involved sampling the middle ear fluid (Preciado et al., 2010) or been restricted to whole animal challenge studies (Preciado et al., 2013; Davidoss et al., 2018; Del-Pozo et al., 2019; Hernandez et al., 2015; MacArthur et al., 2013) We recently described the establishment of an air liquid interface (ALI) culture system to model the mouse middle ear epithelium *in vitro* (Mulay et al., 2016, 2019). We showed that a ‘basal cell-like’ population of middle ear epithelial cells underwent differentiation during ALI culture to generate a complex mucosal tissue that had characteristics of the native middle ear epithelium (Mulay et al., 2016, 2019). We could also show that these cells were readily infected by the otopathogen, non-typeable *Haemophilus influenzae* (Mulay et al., 2016), confirming their potential utility as a model for infection studies. We now describe genome-wide gene expression profiles of these cells as they undergo differentiation to provide an understanding of the transcriptional landscape of this complex epithelium when grown *in vitro*.

## RESULTS

We previously showed that mouse middle ear epithelial cells (mMEECs) undergo a process of mucociliary differentiation over a period of 14 days when cultured at the ALI. In this study we used cells that were isolated from mouse bullae and cultured for 7 days at the ALI (shown schematically in Fig. 1A). We used end point PCR to confirm that the cells switched on genes associated with differentiated secretory (*Bpifa1*) and ciliated cells (*Tekt1*) within 3 days of establishment of ALI culture (Fig. 1B). 

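Total RNA from 3 groups of middle ear cells was measured on Clariom S mouse arrays, which carry short probes for annotated mouse genes, with 3 arrays per group. Original cells were taken straight after isolation from the bullae. ALI day 0 cells had grown to confluence in submerged culture after plating with 10 μM of a Rho kinase inhibitor, and ALI day 7 cells had then spent 7 days at the ALI. The methods give 5 to 6 mice (10 to 12 bullae) for each isolation, whereas the sample labels give 5 to 6 middle ears. The deposited values are log2 signals with 2 decimals for 22206 probe sets. By the authors' account they were made with RMA, which corrects background, normalizes across arrays and summarizes the probes of a set. The methods name Affymetrix Expression Console for this step and the notes deposited with the values name Transcriptome Analysis Console 4.0. Of the probe sets, 19572 could each be paired with 1 gene name, for 19505 genes. The other 2634 had no name here, among them those of Hba-a1, Hba-a2, Hbb-bs, Hbb-bt, Oaz1, Srd5a1 and Foxj1. Probes differ in affinity, so a log2 signal compares a gene between groups more safely than it compares genes with each other. Signals reached 19.74, and over 16 levels read from Fig. 2F the deposited scale was wider than that of the figure. Sizes of fold changes below thus hold for the deposited scale.

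Limma was fitted to all 9 arrays with the group and the replicate number as terms, and a gene was called at the thresholds of the methods, an absolute fold change above 2 and an adjusted p below 0.05 (Benjamini-Hochberg). The numbers 1 to 3 of the labels were taken as the batches that the methods include, although neither the labels nor the text link them. "Without replicate 2" below means without the arrays of that number in all 3 groups. With 3 arrays per group the precision is limited. In simulated data, genes changed by a log2 fold change of 3 were called in 92% of cases for day 0 against original cells. For day 7 the share was 96% against day 0 and 84% against original cells. Genes changed by 2 were called in 38%, 30% and 42% of cases, in the same order. The simulation changed far fewer genes than were called against original cells. It also gave each gene the same spread in all groups, so these shares do not carry over to the real comparisons. Gene lists were compared with all other genes by limma's camera at a preset correlation of 0.01 between genes, and 0 of 35 lists passed in any comparison when the correlation was estimated from the arrays. For a guide to weak signal, 1412 probe sets of olfactory and vomeronasal receptor genes were used. The 95th percentile of their group means was 7.12 in original cells, 5.58 at day 0 and 5.76 at day 7. Their median log2 fold change was −0.81 at day 0 and −0.75 at day 7, each against original cells. A fall of that size from the original cells was thus also read from genes that these cells are not known to use. Where a group mean lay within the range of these genes, a change is called a lower bound below, since weak signal can hide part of it. The term leaves aside the error of the estimate and does not place a probe set at its own floor.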

We then used gene expression array analysis to compare the gene expression profiles of matched, triplicate samples of original (uncultured) middle ear cells, confluent cultures of undifferentiated cells (day 0 of ALI) and cells that had been differentiated for 7 days at the ALI (Table 1). The original cells used to initiate the cultures would be expected to contain a mixture of cells including different epithelial cells along with inflammatory and blood cells recovered from the tissue during isolation.

**Fig. 1.**
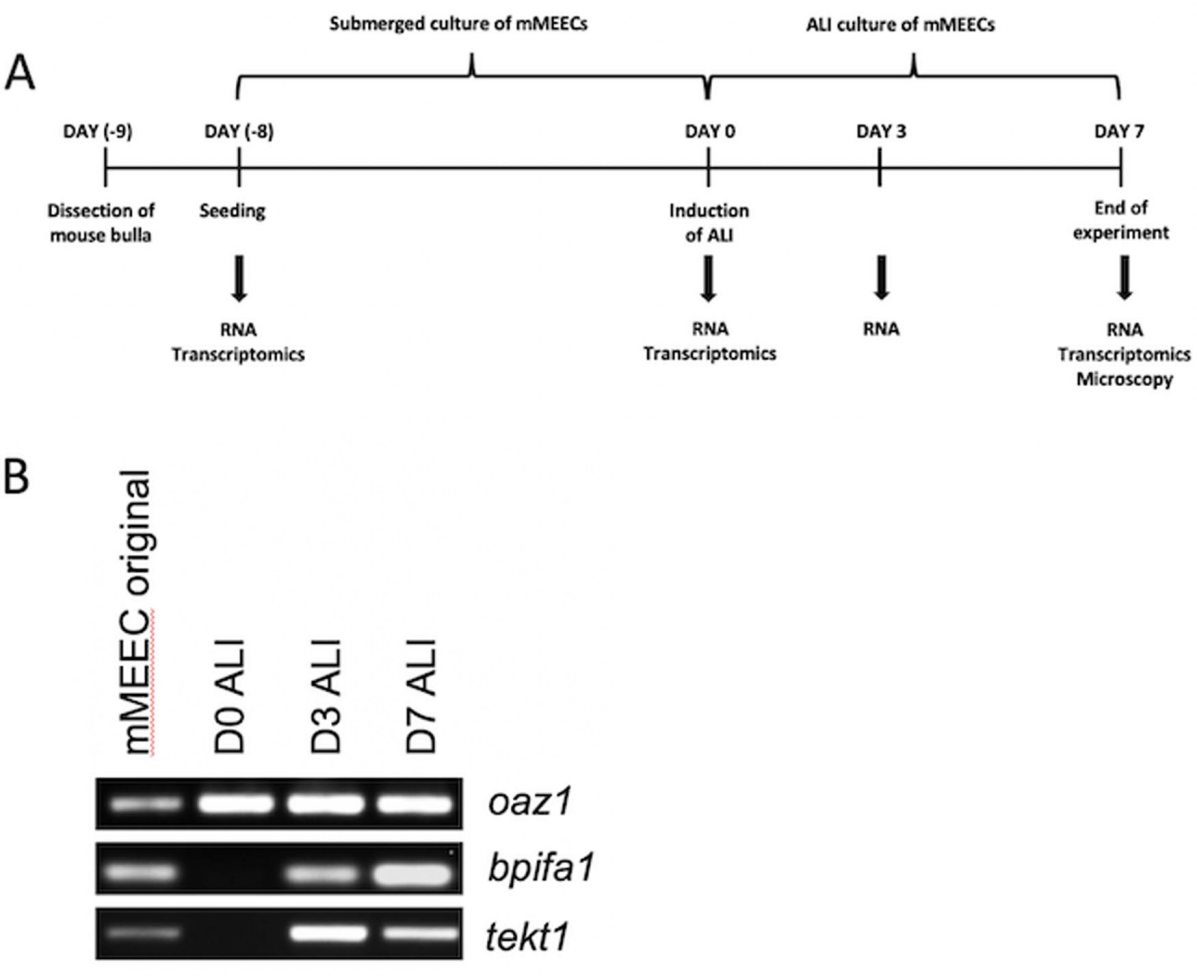
**Culture of mMEECs for transcriptional analysis.** (A) Schematic timeline for culture experiments. mMEECs were isolated from dissected bullae (day −9) and cultured in transwells in submerged culture until confluence (day −8 to day 0), before ALI was induced. Samples for transcriptional analysis were collected at seeding (original cells), day 0, day 3 and day 7. (B) End-point RT-PCR showing expression of *Oaz1*, *Bpifa1* and *Tekt1* in mMEEC original cells isolated from the middle ear cavity, ALI day 0, 3 and 7 cells. This is a representative sample.

**Table 1.**
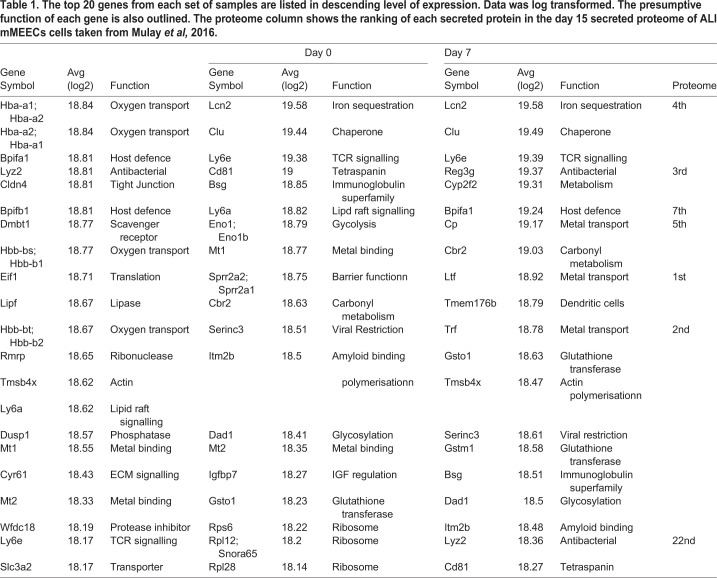
**The top 20 genes from each set of samples are listed in descending level of expression. Data was log transformed. The presumptive function of each gene is also outlined. The proteome column shows the ranking of each secreted protein in the day 15 secreted proteome of ALI mMEECs cells taken from Mulay *et al,* 2016.**

Principal Component Analysis (Fig. 2A) showed that the three different sample groups were clustered together, although the original cell sample exhibited the greatest variability. 

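As lists, genes of squamous cells and of motile cilia read higher on original replicate 3 than on the other original arrays. The median log2 difference from the mean of replicates 1 and 2 was 3.32 over 25 squamous genes and 2.47 over 77 motile cilia genes. Not every member followed, since Cfap44 read 12.91, 12.45 and 12.24 on replicates 1, 2 and 3. Klk7, a protease of squamous epithelium, had a log2 signal of 14.28 on original replicate 1, 11.86 on replicate 2 and 16.84 on replicate 3. Cfap126, a protein of motile cilia, read 10.55, 12.59 and 14.57 on the same arrays. Spi1, a transcription factor of myeloid cells, varied little in the original cells, at 12.96, 13.22 and 13.46, but other myeloid genes varied more. The neutrophil gene Ngp read 14.21, 14.63 and 16.63, and Lilrb4a 13.66, 15.84 and 15.12. Over 33 neutrophil genes, the median difference of replicate 3 from the mean of replicates 1 and 2 was 0.69. Over 41 monocyte and macrophage genes it was −0.095. Weak signals differed as well, since the median difference over 1412 receptor probe sets was −1.48. The SD of all values was 2.67, 2.82 and 3.27 on original replicates 1, 2 and 3. Distances, SDs and components given next include this difference in signal range. Over all probe sets, the mean distance between arrays was 198.1 in original cells, 125.3 at day 0 and 112.3 at day 7, in log2 units. The median SD of a probe set was 0.6752 in original cells, 0.4045 at day 0 and 0.3523 at day 7. The first principal component carried 53.9% of the variance and held the original cells at −200.1, −158.3 and −51.7, apart from the cultures at 47.4 to 81.3. The second component, with 14.5%, held original replicate 3 at −136.3, apart from all other arrays at −18.16 to 57.07. The third component, with 13.4%, held day 0 at 37.54 to 74.98 and day 7 at −90.4 to −16.0. No test of spread was made. Without original replicate 3, the distance within the original cells was 140, and it stayed above the value at day 0. After quantile normalization again, which evens out the ranges, mean distances were 202.5 in original cells, 118.5 at day 0 and 106 at day 7.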

The 20 most highly expressed at each time point are listed in Table 1. 

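In the original cells, Bpifa1, which encodes an abundant protein of upper airway secretions, had the highest mean log2 signal of all probe sets, at 19.12 ± 0.537 (SD, n = 3). The related gene Bpifb1 ranked 5 at 19.01 ± 0.352, and the lysozyme gene Lyz2 ranked 19. The scavenger receptor gene Dmbt1, whose protein is secreted by mucosal surfaces, ranked 17 at 18.76 ± 0.111. The tight junction gene Cldn4 was also among the first 20, with the widely expressed genes Eef1a1, Actb and Fth1. Of the first 20 probe sets, 9 could be named and 11 could not, and the haemoglobin genes are among those without a named probe set. Signals within the first 20 ran from 18.73 to 19.12, a range in which differences in probe affinity can set the order. The top of an array's range limits them too. On original replicate 1, Bpifa1, Bpifb1, Cldn4 and Lyz2 all read 18.8, the highest value of that array. On original replicate 2, Bpifa1, Bpifb1 and Cldn4 all read 18.82, the highest value there. Their order thus rests on original replicate 3.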

In the original cells four of these genes represented haemoglobin genes and the three top secretory protein gene were *Bpifa1*, *Lyz2* and *Bpifb1*. 

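Lcn2, which encodes the iron-binding defence protein lipocalin 2, had the highest signal of any named gene at day 0. Its log2 signal was 19.56 ± 0.0985, against 17.14 ± 0.74 in original cells (SD, n = 3), a log2 fold change of 2.42 (standard error 0.414, adjusted p = 0.00441). The membrane proteins Cd81 and Bsg also entered the first 20. Cd81 rose by a log2 fold change of 4.80 (standard error 0.44, adjusted p = 0.000211) and Bsg by 3.11 (standard error 0.425, adjusted p = 0.0016). Clu, Ly6e, S100a11, Eef1a1, Actb and Fth1 completed the 9 named genes among the first 20 probe sets, whose signals ran from 18.63 to 19.63. Cd81 kept its call in each of 21 other fits. These fits, also used below, do not include a test against the fold threshold itself. Lcn2 lost the call without replicate 1 or 2, or original replicates 1 and 2 together (adjusted p up to 0.0907). The call of Bsg ended without replicate 2 (adjusted p up to 0.0608).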

At day 0 of culture all but one of the top 20 genes were structural, with the exception of *Lcn2*. By day 7 of ALI culture the most highly expressed genes included multiple secretory protein genes including, *Lcn2*, *Reg3g*, *Bpifa1*, *Cp*, *Ltf* and *Tf*. This expression data is in keeping with our previous proteomic data that identified these as being amongst the most abundant proteins in apical secretions from ALI cells (Table 1) (Mulay et al., 2016). 

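Genes of secreted defence proteins had some of the highest signals at day 7. Lcn2 ranked 1 among all probe sets, and the lectin gene Reg3g ranked 10 with a log2 signal of 19.34 ± 0.196 (SD, n = 3), against 15.98 ± 1.77 at day 0. Bpifa1 ranked 11 at 19.33 ± 0.148, Cp, which encodes ceruloplasmin, ranked 15 at 19.18 ± 0.306, Ltf, which encodes lactoferrin, ranked 24 at 18.76 ± 0.461, and Trf, the gene of transferrin, ranked 43 at 18.09 ± 1.18. On ALI day 7 replicate 1, Lcn2, Reg3g, Bpifa1 and Cp all read 19.5, the highest value of that array, which limits their order and rises there. From day 0, Reg3g rose by a log2 fold change of 3.36 (standard error 0.626, adjusted p = 0.0335) and Ltf by 2.96 (standard error 0.501, adjusted p = 0.0224). The log2 fold changes of Bpifa1 at 2.68 (standard error 0.838, adjusted p = 0.203), Cp at 1.60 (standard error 0.405, adjusted p = 0.103) and Trf at 2.04 (standard error 0.645, adjusted p = 0.209) did not pass the threshold. Against original cells, Cp was higher by 6.10 (standard error 0.405, adjusted p = 3.85e-05) and Trf by 5.45 (standard error 0.645, adjusted p = 0.000857), and both kept these calls in 21 other fits. For Reg3g, the call did not hold without replicate 2, ALI day 0 replicate 2 or 3, or ALI day 7 replicate 1, 2 or 3, or in a fit with no replicate block, with the block as a random effect, after quantile normalization again, or after median centring (adjusted p up to 0.454). Ltf lost the call without replicate 1 or 2, ALI day 0 replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.335). Bpifa1 passed with only the 2 groups compared in the fit, with array weights and without original replicate 3, Cp passed in these and with an intensity trend and robust prior, and Trf passed with array weights.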

Other highly expressed genes are not necessarily associated with epithelial cell specific function but rather are probably highly expressed in multiple cell types and may be considered to encode protein with ‘house-keeping’ functions.

**Fig. 2.**
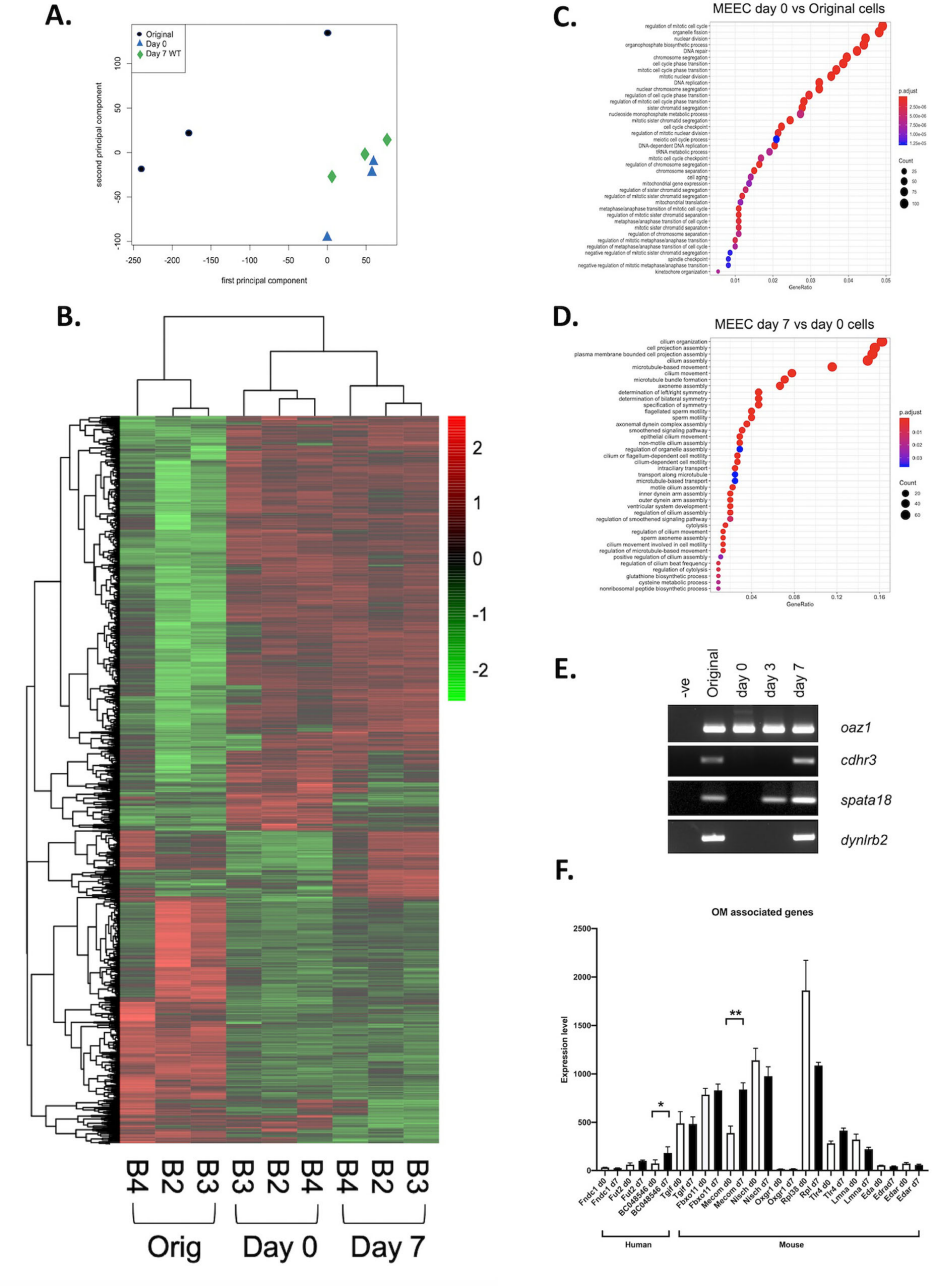
**Genome wide transcriptional analysis of differentiating mMEECs.** (A) PCA analysis was used to show the relatedness of the different samples used in the study. (B) The heatmap shows differentially expressed genes identified by Limma. Genes used in the analysis were >2-fold differentially expressed. (C,D) Gene ontogeny analysis of the most highly differentially expressed genes are displayed for day 0 versus original cells (C) and day 7 versus day 0 (D). (E) A representative end-point RT-PCR showing expression of *Oaz1*, *Cdhr3*, *Spata18* and *Dynlrb2* in cDNA from mMEEC original cells isolated from the middle ear cavity, ALI day 0, 3 and 7 cells. Negative control samples contained no cDNA. (F) Microarray derived data of relative expression of candidate OM associated genes in day 0 and day 7 cells. *P >0.05; **P >0.01 using log transformed data. Human and mouse candidate genes are identified.

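The number of changed genes was set mainly by the step from uncultured to cultured cells, and few genes passed in all 3 comparisons. Rgs5, a regulator of G protein signalling, rose by a log2 fold change of 4.03 (standard error 0.538, adjusted p = 0.00147) up to day 0 and by a further 4.28 (standard error 0.538, adjusted p = 0.00733) up to day 7. Ndrg1, a stress-responsive gene, fell from the original cells to day 7 by a log2 fold change of −6.28 (standard error 0.389, adjusted p = 3.02e-05). In limma, 5639 genes passed in at least 1 of the 3 comparisons, and 53 passed in all of them. The rise of Rgs5 up to day 0 was not called without replicate 2 (adjusted p up to 0.0578), and its rise up to day 7 was not called without replicate 2, ALI day 0 replicate 2, or ALI day 7 replicate 2 (adjusted p up to 0.278). The total moved by more than 1.5 times without replicate 1 (2016), replicate 2 (689), replicate 3 (8916), original replicate 1 (3478), 2 (2385) or 3 (10130), ALI day 0 replicate 2 (3688), and ALI day 7 replicate 1 (3743) or 2 (3663). Rgs5 in original cells lay within the range of the receptor genes, so the size given for its change from or to that group is a lower bound.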

Following Robust MuitiArray Average (RMA) normalisation (Phipson et al., 2016) differential gene expression was undertaken using Limma (Smyth, 2004) This analysis (Fig. 2B) revealed that a total of 5261 genes were differentially expressed amongst the three different groups with an absolute fold change of >2 and a Limma adjusted *P*-value of <0.05. 

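The arrays of original cells were less alike than those of either culture. Pearson's r over all probe sets lay between 0.858 and 0.943 for pairs of original arrays, 0.964 and 0.974 for day 0, and 0.966 and 0.983 for day 7, and between 0.794 and 0.968 for arrays of different groups. These correlations run across genes, which are not independent replicates. In hierarchical clustering of all probe sets into 3 clusters, the cultures formed 1 cluster, original replicates 1 and 2 another, and original replicate 3 stood alone. With 2 clusters, original replicate 3 joined the cultures. Its r was 0.8578 and 0.9112 with original replicates 1 and 2, against 0.9148 with ALI day 7 replicate 3. Motile cilia genes set ALI day 7 replicate 3 apart from the other day 7 arrays. The median difference of these genes there from the mean of ALI day 7 replicates 1 and 2 was −1.74 on the log2 scale.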

The heat map clearly shows that samples from the different time points group together but also shows some level of variability between individual samples. 

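Large changes up to day 0 went both ways. Cxcl5, a chemokine that attracts neutrophils, rose by a log2 fold change of 6.61 (standard error 0.823, adjusted p = 0.00101). Egln3, a prolyl hydroxylase induced in low oxygen, rose by 7.30 (standard error 0.799, adjusted p = 0.000538) and the adhesion molecule Mcam by 6.49 (standard error 0.733, adjusted p = 0.000595). Sbpl, which is related to a secreted spermine-binding protein, fell with a log2 fold change of −11.80 (standard error 0.512, adjusted p = 2.92e-06), as did Dmbt1 at −11.43 (standard error 0.688, adjusted p = 2.64e-05) and Gp2, which encodes a membrane glycoprotein that is also released, at −7.83 (standard error 0.459, adjusted p = 2.21e-05). In limma, 2948 genes were higher at day 0 than in original cells and 1629 were lower, and 7948 probe sets had an unadjusted p under 0.05. Of the probe sets called lower, 83 belonged to receptor genes (5.05%). The 6 named genes kept their calls in 21 other fits. Counts of higher and lower genes moved by more than 1.5 times without replicate 1 (959 and 677), replicate 2 (282 and 263), original replicate 1 (1745 and 1044), original replicate 2 (1199 and 692), original replicate 3 (4577 and 3769), ALI day 0 replicate 1 (1369 and 680) or ALI day 0 replicate 2 (1297 and 671), and the count of lower genes without replicate 3 (3011). Mcam in original cells, and Sbpl and Gp2 at day 0 read within the receptor genes' range, which makes these changes lower bounds.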

When comparing different time points 1580 genes were significantly more highly expressed in the original cells compared to the day 0 cultures whereas 2400 genes were more highly expressed in the day 0 cells compared to the original cells (Table S1). 

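Among named genes, the largest measured falls from the original cells to day 0 were those of Lipf, the lysozyme gene Lyz1 and Bpifb1. Their log2 fold changes were −15.00 (standard error 0.433, adjusted p = 1.6e-07), −14.12 (standard error 0.614, adjusted p = 2.92e-06) and −14.03 (standard error 0.451, adjusted p = 2.91e-07). The largest rise was that of the platelet-type chemokine gene Ppbp, at 8.49 (standard error 0.579, adjusted p = 5.21e-05). Arg1, an arginase of the urea cycle, followed at 7.86 (standard error 1.03, adjusted p = 0.0013), then Lox, which crosslinks collagen, at 7.80 (standard error 0.565, adjusted p = 6.91e-05) and the calcium sensor Vsnl1 at 7.42 (standard error 0.565, adjusted p = 8.82e-05). The cytoskeletal adaptor Sorbs2 ranked 12 among all probe sets called higher, at 6.26 (standard error 0.531, adjusted p = 0.000149). Hbb-bs, Hbb-bt and Srd5a1 have no named probe set, and 4 unnamed probe sets lie among the largest falls and 2 among the largest rises. All 8 genes kept their calls in 21 other fits, among them each fit that left out a single array or replicate number. Lipf, Lyz1 and Bpifb1 at day 0, and Arg1 and Vsnl1 in original cells lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.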

The most highly differentially expressed genes in the original samples were, *Lipf*, *Hbb-bs*, *Hbb-bt*, *Bpifb1* and *Lyz1*, whereas in the day 0 cells they were *Arg1*, *Sorbs2*, *Srd5a1*, *Vsnl1* and *Lox*. When day 0 cells were compared to day 7 ALI cells many fewer genes were differentially expressed. 

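Changes up to day 7 went both ways as well. From day 0, the carboxylesterase gene Ces1f rose by a log2 fold change of 6.97 (standard error 0.402, adjusted p = 0.000132), and the receptor tyrosine kinase gene Axl fell, at −5.66 (standard error 0.386, adjusted p = 0.000458). In limma, 358 genes passed between day 0 and day 7, against 4577 genes between day 0 and original cells, and 2283 probe sets had an unadjusted p under 0.05. The first principal component, with 53.9% of the variance, parted original cells from cultures, and the third, with 13.4%, parted day 0 from day 7. These shares also hold spread within groups, and distances between groups were not computed. The call of Ces1f and Axl ended without replicate 2 (adjusted p up to 0.13). Ces1f at day 0 read within the receptor genes' range, which makes its change from or to that group a lower bound.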

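Between day 0 and day 7, lists of mitosis, DNA replication and migration genes moved down, while few of their members passed singly. Ube2c and Ccnb2, which act in mitosis, fell with log2 fold changes of −3.13 (standard error 0.463, adjusted p = 0.0139) and −2.38 (standard error 0.417, adjusted p = 0.0251). The tubulin regulator Stmn2 fell at −5.50 (standard error 0.639, adjusted p = 0.00596), as did the protease inhibitor Serpinb9b at −5.11 (standard error 0.463, adjusted p = 0.00167). The cytochrome P450 gene Cyp2a5 rose by 6.54 (standard error 0.693, adjusted p = 0.00378). Of 76 genes of mitosis, 0 were higher and 3 lower (0 and 27 when adjusted over the list alone), with a median log2 fold change of −1.14 (adjusted p = 5.12e-26 from camera, adjusted p = 0.0998 with an estimated correlation). Of 56 genes of DNA replication, 0 were higher and 0 lower (0 and 1 when adjusted over the list alone) and 14 were lower at an unadjusted p under 0.05, with a median of −0.65 (adjusted p = 1.27e-09 from camera, adjusted p = 0.0613 with an estimated correlation). Of 50 genes of cell migration and matrix remodelling, 0 were higher and 11 lower (1 and 26 when adjusted over the list alone), with a median of −1.41 (adjusted p = 2.34e-21 from camera, adjusted p = 0.132 with an estimated correlation). Over all genes, 178 were higher at day 7 and 180 lower. For Ube2c, the call did not hold without replicate 1 or 2, ALI day 0 replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.322). Ccnb2 lost the call without replicate 1 or 2, ALI day 0 replicate 1 or 2, or ALI day 7 replicate 1 or 2, or in a fit with no replicate block, or with the block as a random effect (adjusted p up to 0.454). The call of Stmn2 ended without replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.13). For Serpinb9b and Cyp2a5, the call did not hold without replicate 2 (adjusted p up to 0.13). Counts of higher and lower genes shifted past 1.5 times without replicate 1 (31 and 16), replicate 3 (501 and 404), original replicate 3 (585 and 491), ALI day 0 replicate 1 (49 and 36), ALI day 0 replicate 2 (26 and 26), ALI day 0 replicate 3 (58 and 104), or ALI day 7 replicate 1 (21 and 12) or 2 (17 and 8), and in one direction without original replicate 1 (270 higher), original replicate 2 (106 higher) or ALI day 7 replicate 3 (358 higher). Without replicate 2, limma called 0 genes in either direction, with 1307 probe sets at an unadjusted p under 0.05 and a smallest adjusted p of 0.0822. Stmn2 at day 7, and Cyp2a5 at day 0 lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.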

489 genes were upregulated as the cells differentiated whereas expression of 385 genes were significantly reduced (Table S2). 

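The lysozyme gene Lyz2 and the retinal dehydrogenase gene Aldh1a1 had the largest rises between day 0 and day 7, with log2 fold changes of 11.17 (standard error 0.61, adjusted p = 0.000123) and 9.45 (standard error 0.518, adjusted p = 0.000123). Spata18 and Cdhr3, which are expressed in ciliated cells, followed at 7.73 (standard error 0.951, adjusted p = 0.00692) and 7.52 (standard error 1.14, adjusted p = 0.0152). Lrrc34 ranked 15, at 6.02 (standard error 0.728, adjusted p = 0.00679). The largest fall was that of the chemokine gene Ppbp, at −6.50 (standard error 0.579, adjusted p = 0.00156), followed by the hypoxia-induced gene Ndufa4l2 at −5.76 (standard error 0.756, adjusted p = 0.00853). The galectin gene Lgals1 ranked 4 among the falls at −5.56 (standard error 0.574, adjusted p = 0.00346), 2610528A11Rik ranked 6 at −5.49 (standard error 0.814, adjusted p = 0.0139) and the interleukin gene Il1a ranked 8 at −5.20 (standard error 0.941, adjusted p = 0.0291). Lyz2, Aldh1a1 and Ppbp lost the call without replicate 2 (adjusted p up to 0.13). The call of Spata18 ended without replicate 2, ALI day 0 replicate 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.316). For Cdhr3 and 2610528A11Rik, the call did not hold without replicate 1 or 2, ALI day 0 replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.423). Lrrc34 lost the call without replicate 2, ALI day 0 replicate 2, or ALI day 7 replicate 2 (adjusted p up to 0.276). The call of Ndufa4l2 ended without replicate 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.274). For Lgals1, the call did not hold without replicate 2, or ALI day 7 replicate 2 (adjusted p up to 0.13). Il1a lost the call without replicate 1 or 2, ALI day 0 replicate 1, 2 or 3, or ALI day 7 replicate 1 or 2, or after quantile normalization again (adjusted p up to 0.278). Spata18, Cdhr3 and Lrrc34 at day 0, and Ndufa4l2 at day 7 read within the receptor genes' range, which makes these changes lower bounds.

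**Figure D1:**
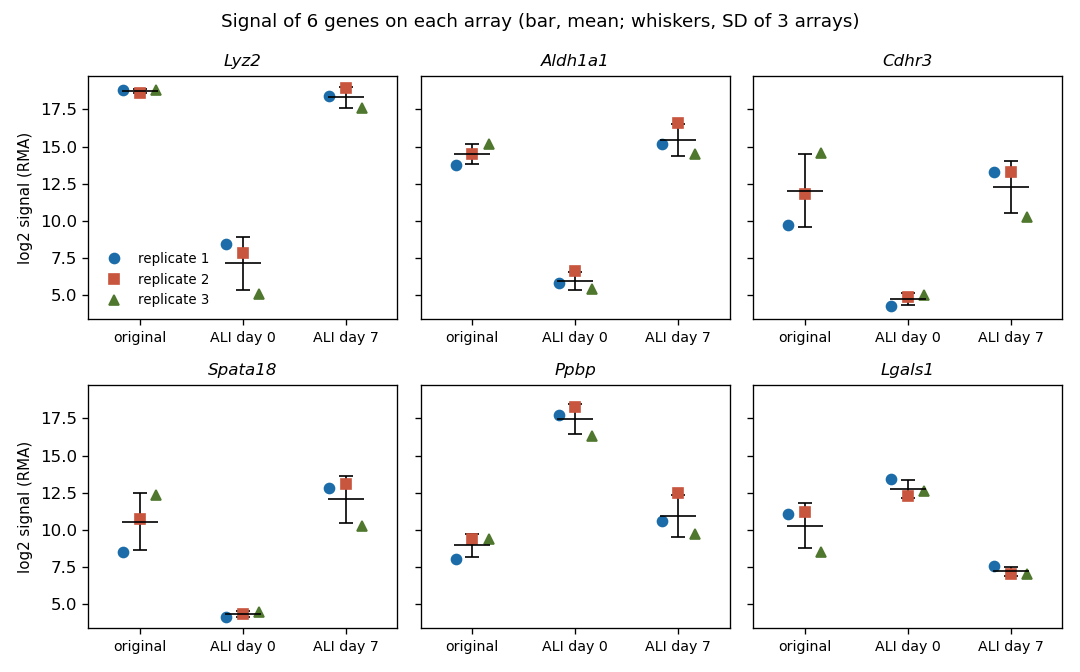
Log2 signals of 6 genes on each of the 9 arrays, by group on the horizontal axis, with a symbol per replicate number, a bar at the mean of 3 arrays and whiskers of 1 SD. At day 7, Lyz2, Aldh1a1, Cdhr3 and Spata18 lie above their day 0 values on every array, and Ppbp and Lgals1 lie below theirs.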

The most highly differentially expressed genes in the day 7 samples were, *Lyz2*, *Aldh1a1*, *Spata18*, *Cdhr3* and *Lrrc34*, whereas in the day 0 cells they were *Ppbp (Cxcl7)*, *Lgals1 (Galectin1)*, *Il1a*, *Ndufa412* and *2610528A11Rik (Gpr15l)*. Comparisons between the original cells and the day 7 ALI cells showed that 2408 genes were upregulated whereas 1215 genes were downregulated (Table S3). 

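Surfactant protein D, which Sftpd encodes, was among the genes higher in differentiated cultures than in the original cells, with a log2 fold change of 6.95 (standard error 0.378, adjusted p = 1.29e-05). Fam20a, which encodes a secreted protein, was higher by 6.83 (standard error 0.493, adjusted p = 6.29e-05) and the reductase gene Dhrs3 by 6.76 (standard error 0.658, adjusted p = 0.000323). Lower at day 7 were the neutrophil granule gene Ngp at −12.10 (standard error 0.542, adjusted p = 3.19e-06), the interleukin gene Il1b at −10.68 (standard error 0.466, adjusted p = 3.19e-06) and the chemokine gene Ccl22 at −9.70 (standard error 0.421, adjusted p = 3.19e-06). In limma, 2646 genes were higher at day 7 and 1250 were lower, with an unadjusted p under 0.05 for 7515 probe sets. Receptor genes made up 33 of the probe sets called lower (2.63%). The 6 named genes passed in each of 21 other fits. The counts of higher and lower genes changed by over 1.5 times without replicate 1 (603 and 562), replicate 2 (186 and 238), replicate 3 (4055 and 3158), original replicate 2 (890 and 603), original replicate 3 (4527 and 3764), or ALI day 7 replicate 1 (756 and 557) or 2 (809 and 472), and in one direction without original replicate 1 (1301 higher). Sftpd and Fam20a in original cells, and Ngp, Il1b and Ccl22 at day 7 lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.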

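Fetub, which encodes a secreted protease inhibitor, had the largest rise of any named gene from the original cells to day 7, with a log2 fold change of 8.49 (standard error 0.78, adjusted p = 0.000222). Rgs5 followed at 8.31 (standard error 0.538, adjusted p = 3.75e-05), and the potassium channel gene Kcnj16 ranked 5 at 7.35 (standard error 0.849, adjusted p = 0.000765). Sorbs2 ranked 12 at 6.71 (standard error 0.531, adjusted p = 0.00011) and Serpina7, which encodes a thyroxine-binding globulin, ranked 15 at 6.49 (standard error 0.939, adjusted p = 0.00234). The largest falls among named genes were those of Bpifb1 at −14.71 (standard error 0.451, adjusted p = 1.87e-07) and Lipf at −14.44 (standard error 0.433, adjusted p = 1.82e-07). Hbb-bs, Hbb-bt and Hba-a2 could not be named on the array, and 4 unnamed probe sets lie among the largest falls. These 7 genes passed in each of 21 other fits. Fetub, Rgs5 and Serpina7 in original cells, and Bpifb1 and Lipf at day 7 read within the receptor genes' range, which makes these changes lower bounds.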

The most highly differentially expressed genes in the day 7 samples were, *Fetub*, *Sorbs2*, *Rgs5*, *Serpina7* and *Kcnj16*, whereas in the original cells they were *Lipf*, *Bpifb1*, *Hbb-bs*, *Hbb-bt*, and *Hba-a2*.

To gain more information from the differential gene expression data sets we subjected them to gene ontology analysis using clusterProfiler (Yu et al., 2012). For this analysis we were most interested in understanding the processes that occurred as epithelial cells became confluent during the submerged culture period and what happened when the cells underwent differentiation. With this in mind we focused our analysis on identifying genes upregulated as the cells became confluent and also on those that were upregulated as the cells differentiated. The top biological processes enriched as the cells reached confluence at day 0 included those associated with cell division, cell migration and cell activation (Fig. 2C). 

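Most of the mitosis and DNA replication genes listed rose as the cells reached confluence. Ccna2 and Cdk1, a cyclin and its kinase partner, rose by log2 fold changes of 5.59 (standard error 0.463, adjusted p = 0.000139) and 5.47 (standard error 0.535, adjusted p = 0.000294), and the kinase gene Plk1 by 5.34 (standard error 0.455, adjusted p = 0.00015). Rrm1, which supplies nucleotides for DNA synthesis, rose by 5.17 (standard error 0.404, adjusted p = 0.000101), and the replication helicase gene Mcm2 by 3.41 (standard error 0.522, adjusted p = 0.00267). Genes of cell migration and matrix remodelling moved in both directions, since Plod2, which modifies collagen, rose by 4.87 (standard error 0.458, adjusted p = 0.000246) and the urokinase receptor gene Plaur fell, at −6.41 (standard error 0.497, adjusted p = 9.85e-05). Of 76 genes of mitosis, 61 were higher and 0 lower (67 and 0 when adjusted over the list alone), with a median log2 fold change of 2.77 (adjusted p = 3.02e-28 from camera, adjusted p = 0.112 with an estimated correlation). Of 56 genes of DNA replication, 31 were higher and 0 lower (40 and 0 when adjusted over the list alone), with a median of 1.55 (adjusted p = 1.88e-12 from camera, adjusted p = 0.0889 with an estimated correlation). Of 55 genes of DNA repair, 22 were higher and 0 lower (28 and 0 when adjusted over the list alone), with a median of 1.24 (adjusted p = 2.06e-08 from camera, adjusted p = 0.126 with an estimated correlation). Of 74 genes of mitochondrial ribosomal proteins, 34 were higher and 0 lower (41 and 0 when adjusted over the list alone), with a median of 1.25 (adjusted p = 1.07e-11 from camera, adjusted p = 0.0889 with an estimated correlation). Of 34 genes of aminoacyl-tRNA synthetases, 7 were higher and 0 lower (10 and 2 when adjusted over the list alone), with a median of 0.65 (adjusted p = 0.00764 from camera, adjusted p = 0.461 with an estimated correlation). Of 50 genes of migration and matrix remodelling, 12 were higher and 6 lower (13 and 6 when adjusted over the list alone), with a median of 0.60 (adjusted p = 0.109 from camera, adjusted p = 0.749 with an estimated correlation). The call of Mcm2 ended without replicate 2 (adjusted p up to 0.0565). Migration passed by camera without replicate 2 (0.0219), replicate 3 (0.00868), original replicate 3 (0.0196), ALI day 0 replicate 2 (0.0158) or ALI day 0 replicate 3 (0.0211), and the synthetases did not pass with the filter on low signal (0.276) or after quantile normalization again (0.168). Ccna2, Cdk1, Plk1 and Plod2 in original cells lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.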

In the day 7 cells the majority of pathways identified were associated with aspects of ciliogenesis or ciliary function (Fig. 2D). 

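Single cilia genes were among those that rose between day 0 and day 7. Rsph4a, a protein of the radial spokes, rose by a log2 fold change of 5.46 (standard error 0.895, adjusted p = 0.0203), and Cfap126, which docks at basal bodies, by 6.79 (standard error 1.1, adjusted p = 0.0197). Zmynd10 and Lrrc6, which assemble dynein arms in the cytoplasm, rose by 4.82 (standard error 0.846, adjusted p = 0.0251) and 4.59 (standard error 0.63, adjusted p = 0.00959). Pifo, which acts at the base of the cilium, rose by 4.05 (standard error 0.608, adjusted p = 0.0141), and the intraflagellar transport gene Ift74 by 3.00 (standard error 0.565, adjusted p = 0.0346). Of 77 genes of the motile axoneme and dynein arms, 18 were higher and 0 lower (66 and 0 when adjusted over the list alone), with a median log2 fold change of 3.07 (adjusted p = 8.02e-57 from camera, adjusted p = 0.15 with an estimated correlation). Of 15 genes of dynein arm preassembly, 2 were higher and 0 lower (2 and 0 when adjusted over the list alone), with a median of 1.27 (adjusted p = 1.05e-05 from camera, adjusted p = 0.326 with an estimated correlation). Of 28 genes of the multiciliated cell programme, 6 were higher and 0 lower (13 and 0 when adjusted over the list alone), with a median of 1.20 (adjusted p = 1.02e-13 from camera, adjusted p = 0.191 with an estimated correlation). Of 39 genes of intraflagellar transport and the Bardet-Biedl proteins, 2 were higher and 0 lower (5 and 0 when adjusted over the list alone), with a median of 0.88 (adjusted p = 8.71e-14 from camera, adjusted p = 0.231 with an estimated correlation). Calls among these genes ended, for at least 1 of them, without replicate 1 or 2, original replicate 2, ALI day 0 replicate 1, 2 or 3, or ALI day 7 replicate 1 or 2, or after quantile normalization again, or after median centring (adjusted p up to 0.503 for Zmynd10). With fry, a test of whether a list's own genes move one way on balance, the adjusted p was 0.0831 for the axoneme, 0.216 for preassembly, 0.0859 for the multiciliated programme and 0.153 for intraflagellar transport. Zmynd10, Lrrc6 and Pifo at day 0 read within the receptor genes' range, which makes these changes lower bounds. Both the axoneme and the multiciliated list include genes that the paper names as changed on these arrays. Their results are thus not independent of the paper's.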

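Several genes of the ciliated cell rose between day 0 and day 7. Dynlrb2, a light chain of cytoplasmic dynein, had a log2 signal of 9.48 ± 1.23 in original cells, 3.76 ± 0.121 at day 0 and 10.27 ± 1.75 at day 7 (SD, n = 3), a log2 fold change from day 0 of 6.51 (standard error 0.858, adjusted p = 0.00854). Ccdc146, a centrosomal protein, rose by 6.51 (standard error 1.04, adjusted p = 0.0185), the kinase-like gene Lrguk by 5.74 (standard error 0.837, adjusted p = 0.0135) and the axonemal dynein heavy chain gene Dnah6 by 5.70 (standard error 0.969, adjusted p = 0.0226). Spef2, a protein of the central pair, rose by 5.04 (standard error 0.981, adjusted p = 0.0398), and Deup1, the current name of Ccdc67, which builds deuterosomes for centriole multiplication, by 4.88 (standard error 0.468, adjusted p = 0.00243). Dhrs9, a retinol dehydrogenase, rose by 6.38 (standard error 1.09, adjusted p = 0.0226). For Deup1, the call did not hold without replicate 2 (adjusted p up to 0.173). Dynlrb2 and Lrguk lost the call without replicate 1 or 2, ALI day 0 replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.335). The call of Ccdc146 ended without replicate 1 or 2, ALI day 0 replicate 1, 2 or 3, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.423). Calls among Dnah6, Dhrs9 and Spef2 ended, for at least 1 of them, without replicate 1 or 2, original replicate 2, ALI day 0 replicate 1, 2 or 3, or ALI day 7 replicate 1 or 2, or with an intensity trend and robust prior, after quantile normalization again, or after median centring (adjusted p up to 0.565 for Spef2). Dynlrb2, Ccdc146, Lrguk, Dnah6 and Spef2 at day 0 lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.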

Close inspection of the differential gene list from this time point allowed the identification of many genes that are shown to be associated with cilia, including *Spata18*, *Cdhr3*, *Lrrc34*, *Dynlrb2*, *Lrguk*, *Dnah6*, *Ccdc67*, *Dhrs9*, *Spef2*, and *ccdc146*. *Tekt1* the gene we use as a ciliated cell specific marker in our end-point PCR reactions was the twenty-sixth most differentially expressed in this list (Table S2). 

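Tekt1 encodes a tektin, a filament of the axoneme, and its signal followed that of other cilia genes. The log2 signal was 6.67 ± 2.48 in original cells, 3.42 ± 0.325 at day 0 and 7.43 ± 1.41 at day 7 (SD, n = 3). In original cells and at day 0 the mean lay within the range of the receptor genes. Its log2 fold change from day 0 to day 7 was 4.01 (standard error 1.11, adjusted p = 0.14), which did not pass over all genes in limma, and it ranked 91 among all probe sets by log2 fold change. Day 7 replicates 1 and 2 read 8.21 and 8.28 and replicate 3 read 5.80. The gene passed with only the 2 groups compared in the fit (adjusted p = 0.000468), with array weights (0.00249), and without replicate 3 (0.000227), original replicate 1 (0.0377), original replicate 3 (0.00187) or ALI day 7 replicate 3 (0.0155).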

We used end-point PCR with RNA extracted from a different batch of cells to confirm that *Spata18*, *Cdhr3* and *dynlrb2* were upregulated during the process of differentiation (Fig. 2E).

### Expression of OM associated genes in the *in vitro* mouse middle ear epithelium

One of the potential uses of our *in vitro* model, is that it may be useful for the study of genes associated with OM. Multiple genetic association studies have been undertaken to identify human genes associated with OM (Allen et al., 2013; Rye et al., 2012; Einarsdottir et al., 2016; Giese et al., 2020). Additionally, loss of function of multiple genes have been shown to lead to the development of OM-like phenotypes in mice (Rye et al., 2011; Bhutta et al., 2017). Expression of three well validate human OM associated genes *Fndc1* (van Ingen et al., 2016), *Fut2* (Santos-Cortez et al., 2018) and *A2ml1* (*BC048546*) (Santos-Cortez et al., 2015) was detected in the mMEECs with the highest expression being for *BC048546* in the day 7 differentiated cells (Fig. 2F). 

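A2ml1 encodes a protease inhibitor of the alpha-2-macroglobulin family, and it is measured here by the probe set of BC048546, the pair that the paper gives. Its log2 signal was 9.33 ± 1.72 in original cells, 7.50 ± 2.04 at day 0 and 10.89 ± 1.08 at day 7 (SD, n = 3). Fut2, a fucosyltransferase that builds mucosal blood group antigens, read 5.83 ± 1.18 in original cells, 7.00 ± 1.28 at day 0 and 8.02 ± 0.504 at day 7 (SD, n = 3). Fndc1, a fibronectin domain protein, read 3.99 ± 0.384 in original cells, 3.86 ± 0.0586 at day 0 and 3.39 ± 0.354 at day 7 (SD, n = 3), within the range of the receptor genes in all 3 groups. From day 0 to day 7, A2ml1 had a log2 fold change of 3.39 (standard error 1.09, adjusted p = 0.217), Fut2 of 1.01 (standard error 0.732, adjusted p = 0.893) and Fndc1 of −0.46 (standard error 0.373, adjusted p = 0.952), so 0 of these 3 genes passed, with 1 at an unadjusted p under 0.05, over all genes in limma. Fut2 passed with array weights, and A2ml1 with only the 2 groups compared in the fit, with array weights, and without replicate 3, original replicate 1 or original replicate 3.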

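Mecom, a zinc finger transcription factor, had a log2 signal of 10.61 ± 0.467 in original cells, 11.56 ± 0.965 at day 0 and 13.49 ± 0.397 at day 7 (SD, n = 3). Tgif1, a repressor in TGF-beta signalling, read 12.96 ± 1.25 in original cells, 11.94 ± 1.48 at day 0 and 12.18 ± 0.761 at day 7 (SD, n = 3). Fbxo11, part of a ubiquitin ligase, read 13.31 ± 1.34 in original cells, 13.53 ± 0.297 at day 0 and 13.65 ± 0.500 at day 7 (SD, n = 3), and Nisch, an imidazoline-binding protein, read 12.45 ± 0.582 in original cells, 14.39 ± 0.647 at day 0 and 14.03 ± 0.372 at day 7 (SD, n = 3). All 4 genes lay above the range of the receptor genes in every group. From day 0 to day 7 the log2 fold change was 1.93 (standard error 0.51, adjusted p = 0.119) for Mecom, 0.24 (standard error 0.842, adjusted p = 1) for Tgif1, 0.12 (standard error 0.582, adjusted p = 1) for Fbxo11 and −0.36 (standard error 0.483, adjusted p = 1) for Nisch. In limma 0 of the 4 passed over all genes, and 1 of them, Mecom, had an unadjusted p under 0.05. Mecom passed with only the 2 groups compared in the fit (adjusted p = 0.0223), with array weights (0.00217) and without original replicate 3 (0.0237).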

Expression of four OM associated genes identified through ENU mutagenesis screening: *Tgif1* (Tateossian et al., 2013), *Fxbxo11* (Hardisty-Hughes et al., 2006), *Mecom* (Parkinson et al., 2006) and *Nisch* (Crompton et al., 2017) is clearly seen in both the undifferentiated and differentiated cells, with *Mecom* (*Evi1*), the gene mutated in the *Junbo^+/−^* OM mouse model (Mulay et al., 2018; Parkinson et al., 2006), being most differentially expressed during differentiation. The expression of a further, representative group of genes associated with murine OM was shown to be variable with *Oxgr1* (Kerschner et al., 2013) being essentially not expressed in the cells whereas *Rpl38* (Noben-Trauth and Latoche, 2011) was the most highly expressed (data not shown). This simple analysis shows that, although there was not clear differentiation associated changes in many of these genes, this data set will be useful to understand something about the epithelial expression of OM candidate genes.

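Rpl38, a protein of the large ribosomal subunit, had a log2 signal of 14.41 ± 0.295 in original cells, 15.77 ± 0.868 at day 0 and 14.14 ± 0.242 at day 7 (SD, n = 3). Oxgr1, a receptor for oxoglutarate, read 5.57 ± 1.25 in original cells, 3.85 ± 0.172 at day 0 and 3.96 ± 0.339 at day 7 (SD, n = 3), within the range of the receptor genes in every group. Lmna, the gene of the nuclear lamins A and C, read 12.26 ± 0.491 in original cells, 10.83 ± 0.803 at day 0 and 9.85 ± 0.519 at day 7 (SD, n = 3). From day 0 to day 7 the log2 fold change of Rpl38 was −1.63 (standard error 0.446, adjusted p = 0.137), that of Lmna −0.97 (standard error 0.462, adjusted p = 0.547) and that of Oxgr1 0.12 (standard error 0.512, adjusted p = 1). In limma 0 of these 3 genes passed over all genes, and 1 of them, Rpl38, had an unadjusted p under 0.05. Rpl38 passed with only the 2 groups compared in the fit (adjusted p = 0.0259) and with array weights (0.00895).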

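Of the 13 otitis media genes, Nisch and Oxgr1 passed at day 0 against original cells, and Mecom, Tlr4 and Lmna at day 7. At day 0, Nisch had a log2 fold change of 1.94 (standard error 0.483, adjusted p = 0.022) and Oxgr1, whose signal lay within the range of the receptor genes in each group, of −1.72 (standard error 0.512, adjusted p = 0.0416). At day 7, Mecom had a log2 fold change of 2.88 (standard error 0.51, adjusted p = 0.00613), the lipopolysaccharide receptor gene Tlr4 of 2.05 (standard error 0.444, adjusted p = 0.0138) and Lmna of −2.41 (standard error 0.462, adjusted p = 0.00846). Between day 0 and day 7, limma called 0 of the 13 genes over all genes, and 3 had an unadjusted p under 0.05. When adjusted over the list alone, 2 passed, Mecom and Rpl38, each with an adjusted p of 0.0322. The count over all genes was 3 with only the 2 groups compared in the fit, 4 with array weights, 1 without replicate 3 or original replicate 1 and 2 without original replicate 3. The count over the list was 0 without replicate 2, ALI day 0 replicate 3 or any single ALI day 7 replicate. For Nisch, the call did not hold without replicate 1 or 2, original replicate 1 or 2, ALI day 0 replicate 1 or 2, or original replicates 1 and 2 together, or with only the 2 groups compared in the fit, or after quantile normalization again (adjusted p up to 0.553). Oxgr1 lost the call without replicate 1 or 2, original replicate 1 or 2, ALI day 0 replicate 1, 2 or 3, ALI day 7 replicate 1 or 2, or original replicates 1 and 2 together, or in a fit with no replicate block, with only the 2 groups compared in the fit, after quantile normalization again, or after median centring (adjusted p up to 0.589). The call of Mecom ended without replicate 1 or 2, or original replicates 1 and 2 together (adjusted p up to 0.125). For Lmna, the call did not hold without replicate 1 or 2, or ALI day 7 replicate 2 (adjusted p up to 0.0693). Tlr4 lost the call without replicate 1 or 2, original replicate 1 or 2, ALI day 7 replicate 1 or 2, or original replicates 1 and 2 together (adjusted p up to 0.335).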

## DISCUSSION

The mucosal lining of the middle ear cavity covers the entire surface and varies according to the location (Luo et al., 2017; Tucker et al., 2018). Cellular morphology can be simple squamous, cuboidal or columnar depending on the location and can have tracts of ciliated cells interspersed with secretory cells. We recently described a method to differentiate primary mMEECs at an air liquid interface. We could show that the differentiated cultures took on a morphology similar to that seen *in situ*, with tracts of elevated columnar mucociliary epithelium that contained both ciliated (FOXJ1^+ve^) and goblet (MUC5B^+ve^) cells alongside cuboidal (BPIFA1^+ve^) cells (Mulay et al., 2016). This model system overcomes a major limitation of previous middle ear epithelial cultures, namely the lack of differentiation into distinct epithelial cell types that are hallmarks of the mucociliary epithelium seen in the murine middle ear.

In this study we have used an unbiased expression array approach to better define the transcriptional signature of this *in vitro* murine middle ear epithelial model. We chose to study a single time point of 7 days of differentiation so as to capture the development of early stages of the mucociliary differentiation that occurs in this model. The transcriptional differences in the cultures at the three different times points were striking. 

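Group means of the collagen I genes lay above the range of the receptor genes in the original cells and in both cultures. Col1a1 had a log2 signal of 8.07 ± 0.793 in original cells, 8.81 ± 3.75 at day 0 and 7.01 ± 1.04 at day 7 (SD, n = 3), and Col1a2 of 8.49 ± 0.852 in original cells, 7.93 ± 3.36 at day 0 and 6.38 ± 1.13 at day 7 (SD, n = 3), and limma called neither in any comparison. At day 0 these genes were highest on replicate 1, where Col1a1 read 13.12, against 7.03 and 6.27, and Col1a2 11.70, against 6.87 and 5.23. On original replicates 1 and 2, Col1a1 read 8.96 and 7.44, below the 95th percentiles of the receptor genes on those arrays, 9.01 and 7.65, as Col1a2 did on ALI day 0 replicate 3 (5.23) and ALI day 7 replicate 2 (5.54). Col1a2 passed as lower at day 7 against original cells with only the 2 groups compared in the fit, and without replicate 3, ALI day 0 replicate 1 or ALI day 0 replicate 3, and as lower at day 7 against day 0 without replicate 3. Sfrp2, a Wnt inhibitor of stromal cells, fell up to day 0 with a log2 fold change of −3.22 (standard error 0.403, adjusted p = 0.00103), whereas Sparc, a matrix protein that is not confined to fibroblasts, rose by 4.07 (standard error 0.647, adjusted p = 0.00315). Emcn, a sialomucin of endothelial cells, fell at −3.90 (standard error 0.424, adjusted p = 0.000516), and Mmp13, a collagenase of cartilage and bone cells, at −4.69 (standard error 0.414, adjusted p = 0.000173). Of 42 fibroblast and stromal genes, 5 were higher and 7 lower (5 and 8 when adjusted over the list alone) at day 0, with a median log2 fold change of −0.24 and a mean of 0.0298 (adjusted p = 0.632 from camera, adjusted p = 0.85 with an estimated correlation). Of 23 endothelial genes, 0 were higher and 3 lower (0 and 3 when adjusted over the list alone), with a median of −0.57 (adjusted p = 0.00434 from camera, adjusted p = 0.21 with an estimated correlation). Of 23 bone and cartilage genes, 0 were higher and 5 lower (0 and 5 when adjusted over the list alone), with a median of −0.84 (adjusted p = 0.000114 from camera, adjusted p = 0.126 with an estimated correlation). That median is close to the shift of the receptor genes, −0.81, so it does not by itself show a loss of such cells. Of 29 skeletal muscle genes, 3 were higher and 0 lower (2 and 0 when adjusted over the list alone), with a median of 0.03 (adjusted p = 0.306 from camera, adjusted p = 0.804 with an estimated correlation). Of the fibroblast genes, 1 was higher and 1 lower (1 and 8 when adjusted over the list alone) at day 7 against day 0, with a median of −0.73 (adjusted p = 6.17e-08 from camera, adjusted p = 0.191 with an estimated correlation). The call of Sparc ended without replicate 2, or original replicates 1 and 2 together (adjusted p up to 0.08). At day 0, the fibroblast list passed without replicate 1 (0.0272) or ALI day 0 replicate 1 (0.0209), the muscle list passed after quantile normalization again (0.0411), without replicate 2 (0.0261) or original replicate 2 (0.0236), and the endothelial list, whose median is smaller in size than that of the receptor genes, did not pass after quantile normalization again (0.0789). Emcn at day 0 read within the receptor genes' range, which makes its change from or to that group a lower bound.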

The original cells, a cell population that had been depleted of fibroblasts (perhaps not completely, as judged by expression of *Col1a1* and *Col1a2* in the samples) by a differential adherence step, were made up of a mixture of cells from the middle ear. In this cell population *Bpifa1* was the most highly expressed secretory gene*.* Unsurprisingly, this population of cells exhibited a strong differential gene expression signature for myeloid cells, including macrophages and neutrophils, represented by *S100a8*, *Ngp*, *Lilrb4a*, *Retnlg* and *Spi1*. 

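Most of the neutrophil and macrophage genes listed fell from the original cells to day 0. The neutrophil genes Ngp and Retnlg had log2 fold changes of −11.58 (standard error 0.542, adjusted p = 5.07e-06) and −10.35 (standard error 0.435, adjusted p = 2.65e-06), and S100a8, which encodes a subunit of calprotectin, −10.22 (standard error 0.511, adjusted p = 7.41e-06). Lilrb4a, an inhibitory receptor of myeloid cells, fell at −9.11 (standard error 0.573, adjusted p = 3.09e-05) and Spi1 at −8.40 (standard error 0.487, adjusted p = 2.07e-05). The class II antigen gene H2-Eb1 fell at −6.41 (standard error 0.689, adjusted p = 0.000492) and the B cell receptor gene Cd79a at −3.59 (standard error 0.387, adjusted p = 0.000492). Of 33 neutrophil genes, 2 were higher and 22 lower (2 and 24 when adjusted over the list alone), with a median log2 fold change of −2.54 (adjusted p = 6.82e-14 from camera, adjusted p = 0.0889 with an estimated correlation). Of 41 monocyte and macrophage genes, 0 were higher and 29 lower (0 and 30 when adjusted over the list alone), with a median of −2.52 (adjusted p = 2.25e-17 from camera, adjusted p = 0.0889 with an estimated correlation). Of 19 class II and dendritic cell genes, 0 were higher and 7 lower (0 and 8 when adjusted over the list alone), with a median of −0.92 (adjusted p = 8.05e-06 from camera, adjusted p = 0.14 with an estimated correlation). The receptor genes moved by −0.81 in the same comparison. Of 29 lymphocyte genes, 0 were higher and 7 lower (0 and 7 when adjusted over the list alone), with a median of −0.80 (adjusted p = 1.4e-05 from camera, adjusted p = 0.14 with an estimated correlation), close to the shift of the receptor genes. All 7 named genes kept their calls in the 21 other fits, apart from Cd79a in the fit with the filter on low signal, which removed it. Ngp, Retnlg, S100a8, Spi1 and H2-Eb1 at day 0 lay within the range of the receptor genes, so the sizes given for these changes are lower bounds. Cd79a lay within that range in both groups compared.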

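Of the genes of red cell precursors other than the haemoglobins, few passed when the cells were cultured. Alas2, the first enzyme of haem synthesis in red cells, had a log2 signal of 10.80 ± 0.883 in original cells, 5.43 ± 0.24 at day 0 and 5.34 ± 0.0721 at day 7 (SD, n = 3) and a log2 fold change at day 0 of −5.37 (standard error 0.455, adjusted p = 0.000149). Slc4a1, which encodes the anion exchanger of the red cell membrane, fell at −2.69 (standard error 0.484, adjusted p = 0.00541). Of 22 erythroid genes, 0 were higher and 5 lower (0 and 7 when adjusted over the list alone), with a median log2 fold change of −0.58 (adjusted p = 0.0047 from camera, adjusted p = 0.288 with an estimated correlation). That median is smaller in size than the shift of the receptor genes. For Slc4a1, the call did not hold without replicate 2 (adjusted p up to 0.0624). Alas2 at day 0 read within the receptor genes' range, which makes its change from or to that group a lower bound.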

Amongst the other highly expressed genes in the original cells were multiple haemoglobin genes, potentially indicating that some blood contaminated the isolated cells. However, Hb genes have been shown to be expressed in multiple cells as well as in erythrocyte precursors (Biagioli et al., 2009; Bhaskaran et al., 2005; Stamatoyannopoulos, 2005). There was also very high differential expression of *Lyz1* and *Lyz2* both of which are known to be expressed in both macrophages and structural lung cells (Cross et al., 1988; Montoro et al., 2018). 

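Lyz1 and Lyz2 both fell steeply up to day 0 and rose again up to day 7, when Lyz2 read close to the original cells and Lyz1 stayed below them. Lyz1 had a log2 signal of 18.29 ± 0.447 in original cells, 4.17 ± 0.223 at day 0 and 10.86 ± 1.61 at day 7 (SD, n = 3). For Lyz2 these were 18.74 ± 0.113 in original cells, 7.15 ± 1.77 at day 0 and 18.32 ± 0.688 at day 7 (SD, n = 3). On original replicate 1 both genes read 18.8, the highest value of that array, so their level there may be understated. The log2 fold change of Lyz2 up to day 0 was −11.59 (standard error 0.61, adjusted p = 9.99e-06). From day 0 to day 7, Lyz1 rose by 6.69 (standard error 0.614, adjusted p = 0.00174). Against original cells, day 7 differed by −7.43 (standard error 0.614, adjusted p = 0.000131) for Lyz1 and by −0.42 (standard error 0.61, adjusted p = 0.649) for Lyz2, which did not pass. Cybb, the NADPH oxidase gene of phagocytes, also rose from day 0 to day 7, by 5.13 (standard error 0.511, adjusted p = 0.00281), while Spi1 and Lilrb4a had adjusted p-values of 0.621 and 0.965 in that comparison. Lyz1 and Cybb lost the call without replicate 2 (adjusted p up to 0.175). Lyz1 at day 0 lay within the range of the receptor genes, so the size given for its change from or to that group is a lower bound.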

The list also included some unexpected genes. For example, the top differentially expressed gene was gastric lipase (*Lipf*), a gene that has not previously shown to be expressed in the ear, but that has been shown to be expressed in goblet cells of the airways (Montoro et al., 2018). 

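Lipf encodes the lipase of gastric juice, and its signal in the original cells was near the top of the array's range. The log2 signal was 18.75 ± 0.139 in original cells, 3.75 ± 0.332 at day 0 and 4.31 ± 0.634 at day 7 (SD, n = 3). Both culture means lie within the range of the receptor genes. From day 0 to day 7 the log2 fold change was 0.56 (standard error 0.433, adjusted p = 0.93), so no return of the gene was detected at day 7.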

Consistent with our previous data (Mulay et al., 2016), we could show that *Bpifb1* was highly expressed in the original cell population but that expression was lost in the day 0 cells. 

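At day 0 the log2 signal of Bpifb1 was 4.98 ± 0.269 (SD, n = 3), within the range of the receptor genes. Bpifa1, of the same family of secreted proteins, kept a higher signal, with 16.65 ± 2.24 on the same arrays. On original replicates 1 and 2, Bpifa1 read 18.8 and 18.82, the highest values of those arrays, so a fall may be understated. Its log2 fold change up to day 0 was −2.47 (standard error 0.838, adjusted p = 0.0646), which did not pass in limma. It passed with the filter on low signal, with array weights, and without replicate 1, original replicate 1 or ALI day 0 replicate 1.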

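After 7 days at the ALI, the log2 signal of Bpifb1 was 4.30 ± 0.773 (SD, n = 3), still within the range of the receptor genes. Its log2 fold change from day 0 to day 7 was −0.68 (standard error 0.451, adjusted p = 0.837).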

Expression of this gene did not recover to the levels of the original after 7 days of differentiation. BPIFB1 is a marker of a population of goblet cells in the upper respiratory tract and nasopharynx of mice (Musa et al., 2012) and is present in human COME exudates (Preciado et al., 2010). Consistent with the gene expression data we did not detect BPIFB1 in apical secretions from mMEECs (Mulay et al., 2016). We assume that perhaps the *Bpifb1* signal comes from a ‘goblet’ cell population that is not cultured in our system. Other goblet cell markers, including *Tff2* and *Muc5B* (Montoro et al., 2018) (but not the other gel forming mucin gene, *Muc5AC*) also exhibited a similar expression pattern. It is possible that these cells may emanate from the eustachian tube.

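The gel-forming mucin gene Muc5b and the trefoil factor gene Tff2 both fell up to day 0 and then parted. Muc5b had a log2 signal of 12.91 ± 0.845 in original cells, 7.43 ± 1.99 at day 0 and 14.59 ± 1.43 at day 7 (SD, n = 3). It fell up to day 0 with a log2 fold change of −5.48 (standard error 0.788, adjusted p = 0.00209) and rose up to day 7 by 7.16 (standard error 0.788, adjusted p = 0.00467), and its difference between day 7 and original cells did not pass, at 1.68 (standard error 0.788, adjusted p = 0.166). Tff2 read 16.43 ± 1.43 in original cells, 5.83 ± 0.477 at day 0 and 6.98 ± 0.697 at day 7 (SD, n = 3). Its log2 fold change was −10.60 (standard error 0.504, adjusted p = 5.07e-06) up to day 0, 1.15 (standard error 0.504, adjusted p = 0.468) from there to day 7 and −9.45 (standard error 0.504, adjusted p = 1.19e-05) at day 7 against original cells. Muc5ac read 5.50 ± 0.678 in original cells, 4.56 ± 0.501 at day 0 and 6.07 ± 0.882 at day 7 (SD, n = 3) and was called in 0 of the 3 comparisons, with log2 fold changes of −0.94, 1.52 and 0.57. In original cells and at day 0 Muc5ac lay within the range of the receptor genes, so these sizes say little. Of 28 mucous and goblet cell genes, 4 were higher and 9 lower (4 and 10 when adjusted over the list alone) at day 0 against original cells, with a median of −0.34 (adjusted p = 0.0104 from camera, adjusted p = 0.138 with an estimated correlation). At day 7 against day 0, 3 were higher and 0 lower (8 and 0 when adjusted over the list alone), with a median of 0.54 (adjusted p = 1.08e-05 from camera, adjusted p = 0.0613 with an estimated correlation). At day 7 against original cells, 6 were higher and 6 lower (6 and 6 when adjusted over the list alone), with a median of −0.10 (adjusted p = 0.609 from camera, adjusted p = 0.674 with an estimated correlation). The fall of Muc5b up to day 0 was not called without replicate 2 (adjusted p up to 0.0631), and its rise up to day 7 was not called without replicate 2, ALI day 0 replicate 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.274).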

During the 7-day period when the cells were grown at the ALI the most striking signature seen across differentially expressed genes was one of cilia and ciliogenesis. 

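The cilia genes Spata18 and Cdhr3 read low at day 0 and high again at day 7. Spata18 had a log2 signal of 10.56 ± 1.91 in original cells, 4.34 ± 0.191 at day 0 and 12.08 ± 1.59 at day 7 (SD, n = 3), and Cdhr3, a cadherin that serves as a rhinovirus receptor, of 12.05 ± 2.45 in original cells, 4.75 ± 0.397 at day 0 and 12.28 ± 1.76 at day 7 (SD, n = 3). Against the original cells, Sntn, a protein of the ciliary tip, fell up to day 0 with a log2 fold change of −5.94 (standard error 0.518, adjusted p = 0.000162). Of 77 genes of the motile axoneme, 0 were higher and 47 lower (1 and 63 when adjusted over the list alone) at day 0 against original cells, with a median log2 fold change of −2.66 (adjusted p = 2.74e-18 from camera, adjusted p = 0.309 with an estimated correlation). At day 7 against original cells, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone), with a median of 0.36 (adjusted p = 0.411 from camera, adjusted p = 0.886 with an estimated correlation). The multiciliated programme had medians of −0.70 at day 0 (3 were higher and 8 lower (5 and 9 when adjusted over the list alone); adjusted p = 0.0347 from camera, adjusted p = 0.67 with an estimated correlation) and 0.69 at day 7 (4 were higher and 1 lower (4 and 1 when adjusted over the list alone); adjusted p = 0.0184 from camera, adjusted p = 0.614 with an estimated correlation), each against original cells. Intraflagellar transport genes had medians of 0.03 (4 were higher and 2 lower (4 and 2 when adjusted over the list alone); adjusted p = 0.456 from camera, adjusted p = 0.85 with an estimated correlation) and 1.46 (9 were higher and 0 lower (15 and 1 when adjusted over the list alone); adjusted p = 6.81e-07 from camera, adjusted p = 0.396 with an estimated correlation) in the same comparisons. At day 0 the multiciliated list did not pass with array weights (0.281), without replicate 3 (0.124), original replicate 3 (0.414) or ALI day 0 replicate 2 (0.0626), and the transport list passed with array weights (0.0258), without replicate 3 (0.0244) or original replicate 3 (0.0065). At day 7 against original cells, the multiciliated list did not pass with the filter on low signal (0.442), after quantile normalization again (0.088), without replicate 1 (0.613), replicate 2 (0.0756), original replicate 1 (0.386), ALI day 7 replicate 1 (0.285) or ALI day 7 replicate 2 (0.0629), and the axoneme list passed as lower without replicate 1 (0.00577) or original replicate 1 (0.0356) and as higher with array weights (0.00853) or without replicate 3 (6.35e-11), original replicate 3 (4.03e-07) or ALI day 7 replicate 3 (1.11e-06). Sntn at day 0 read within the receptor genes' range, which makes its change from or to that group a lower bound. From the cilia signature and the secretory genes among those upregulated at day 7, the paper concludes that the cultured cells underwent mucociliary differentiation.

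**Figure D2:**
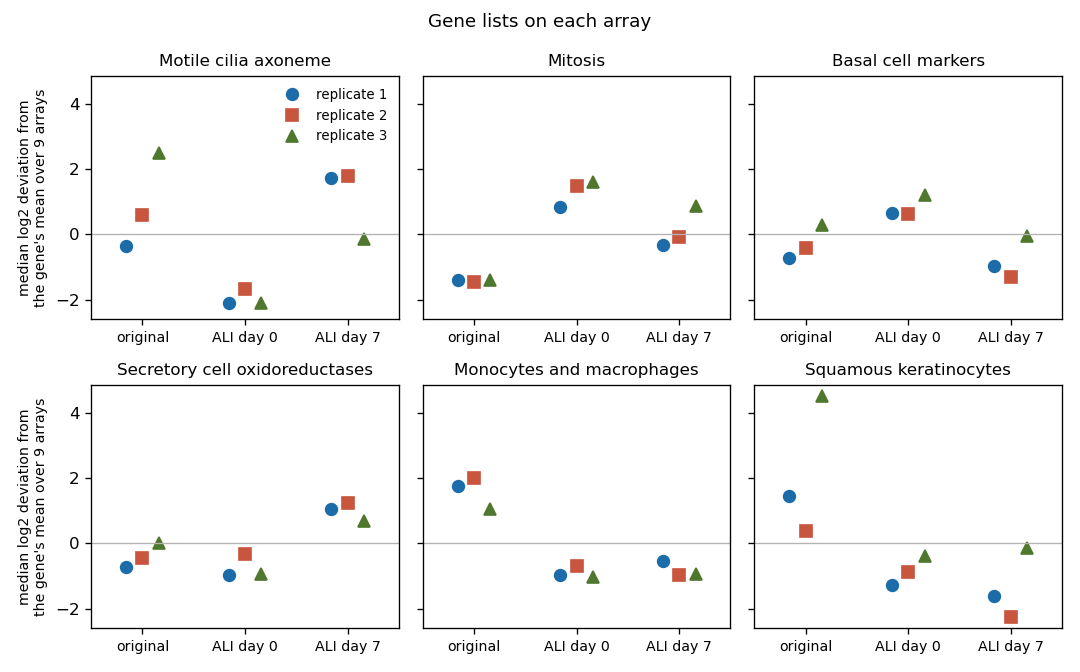
Median log2 deviation of the genes of 6 lists from their means over the 9 arrays, for each array, by group on the horizontal axis and with a symbol per replicate number. Motile cilia genes lie between −2.10 and −1.66 at day 0 and at 1.72, 1.79 and −0.144 at day 7, and mitosis genes lie between −1.47 and −1.38 in original cells and between 0.847 and 1.59 at day 0.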

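Genes of airway secretory cells and their products were among those that rose between day 0 and day 7. Chil1, a chitinase-like protein, rose from day 0 by a log2 fold change of 6.29 (standard error 0.492, adjusted p = 0.00125), and the lectin gene Itln1 by 5.19 (standard error 0.423, adjusted p = 0.00139). Agr2, which folds mucins in goblet cells, rose by 4.60 (standard error 0.578, adjusted p = 0.00733), and Lypd2 by 4.30 (standard error 0.518, adjusted p = 0.00679). Of 38 genes of secretory host-defence proteins, 11 were higher and 0 lower (17 and 1 when adjusted over the list alone) at day 7 against day 0, with a median log2 fold change of 0.94 (adjusted p = 2.41e-13 from camera, adjusted p = 0.0511 with an estimated correlation). At day 0 against original cells, 6 were higher and 14 lower (7 and 16 when adjusted over the list alone), with a median of −1.10 (adjusted p = 6.22e-05 from camera, adjusted p = 0.0889 with an estimated correlation). Between day 7 and original cells, 11 were higher and 10 lower (12 and 10 when adjusted over the list alone), with a median of −0.16 (adjusted p = 0.489 from camera, adjusted p = 0.614 with an estimated correlation). The call of Chil1 and Itln1 ended without replicate 2 (adjusted p up to 0.13). For Agr2 and Lypd2, the call did not hold without replicate 1 or 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.173).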

Amongst the top differentially expressed genes were also some secretory protein genes. This observation confirms that the cultured cells underwent mucociliary differentiation. This gene signature is consistent with our previous IF studies that showed the presence of ciliated, secretory and basal cells in the cultures (Mulay et al., 2016). These *in vitro* data are also consistent with *in vivo* studies that have shown the presence of cuboidal epithelial cells expressing secretory proteins alongside regions of ciliated cells (Luo et al., 2017; Tucker et al., 2018). Although some of the ciliated cell signature genes are reasonably well studied such as, *Spata18* (Bornstein et al., 2011) and *Cdhr3* (Everman et al., 2019), only *Dynlrb2* has been identified in the ear (Ryan et al., 2020). The process multiciliogenesis is very complex and involves the concerted action of multiple pathways that regulate hundreds of genes that together make up the ciliary architecture (Choksi et al., 2014). It may be that some aspects of multiciliogenesis in this location involve unique genes. It will be interesting to apply comparative analysis with data from other murine multiciliated tissues to see if such unique genes exist.

One of the limitations of this study is that is provides bulk gene expression data from the epithelial model in total. It does not provide any cell specific gene expression information. However, the data presented here do complement the recent scRNAseq data generated from murine middle ear mucosa *in vivo* (Ryan et al., 2020). Sequencing of single cell suspensions isolated from middle ear mucosa overlying the bullar bone identified seventeen distinct cells types on the basis of transcriptional signatures. Five of these (representing over 50% of total cells recovered) were designated as epithelial cells. One expressing *Dynlrb2* represented ciliated cells, one expressing *Krt14* represented basal cells, and three represented some type of secretory cells. These appeared to be closely related and expressed relatively few genes exclusively. The analysis did not identify a goblet cell population mirroring what we see in our data. Further analysis of the data might allow for a subdivision of epithelial cell types as has been reported in the murine trachea (Montoro et al., 2018; Chu et al., 2019) and nasal passages (Ziegler et al., 2020). Alternatively, the epithelial cell population may well differ between geographical location. It will be important to address this cell specificity in the future.

Multiple mouse models are available for the study of OM. These include mice deficient in genes such as *Tgif1*, *Mecom*/*Evi1*, *Fbxo11*, *Tlr4*, *Eda* and *Edar* (Tateossian et al., 2013; Hardisty-Hughes et al., 2006; Parkinson et al., 2006; Crompton et al., 2017; Kerschner et al., 2013; MacArthur et al., 2006; Azar et al., 2016). These genes are all expressed in the ALI cultures, although not all of them show expression associated with differentiation. 

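Eda and Edar, a ligand and its receptor in the development of hair and glands, had low signals. Eda had a log2 signal of 7.36 ± 0.131 in original cells, 7.36 ± 0.221 at day 0 and 6.87 ± 0.386 at day 7 (SD, n = 3), above the range of the receptor genes in both cultures. Edar read 6.98 ± 0.500 in original cells, 6.67 ± 0.624 at day 0 and 6.16 ± 0.353 at day 7 (SD, n = 3), also above that range in both cultures, and Tlr4 read 10.05 ± 0.693 in original cells, 11.25 ± 0.439 at day 0 and 12.10 ± 0.24 at day 7 (SD, n = 3). From day 0 to day 7 the log2 fold change was −0.50 (standard error 0.372, adjusted p = 0.91) for Eda, −0.52 (standard error 0.469, adjusted p = 0.998) for Edar and 0.85 (standard error 0.444, adjusted p = 0.637) for Tlr4, and limma called 0 of these 3 genes over all genes or over the list, with 0 at an unadjusted p under 0.05.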

*Mecom/Evi1* is the gene that appears to show the largest difference between the differentiated and undifferentiated cultures. 

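Among the 13 genes, the change from day 0 to day 7 was largest for A2ml1, at 10.5-fold, and that of Mecom was 3.80-fold, both higher at day 7. Among Tgif1, Mecom, Fbxo11, Tlr4, Eda and Edar, Mecom had the largest change, and Tlr4 was next at 1.80-fold. Mecom had the smaller p of the pair, since A2ml1 varied more between arrays of a group. Adjusted over the list alone, Mecom passed and A2ml1 had an adjusted p of 0.0516. Over the list, Mecom did not pass without replicate 1 or 2, ALI day 0 replicate 1 or 3, or any single ALI day 7 replicate.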

We have recently shown that the *Junbo^−/+^* OM mouse, which is heterozygous for a mutation in *Mecom/Evi1* (Parkinson et al., 2006), develops an exacerbated OM phenotype when *Bpifa1* is also removed (Mulay et al., 2018). In addition, the ALI cultured cells also exhibit expression of some known human OM susceptibility genes. Most interestingly, the differentiated cells strongly express *BC048546*, a presumptive orthologue of *A2ML1*, a well validated human OM susceptibility gene, which is present in the murine middle ear (Santos-Cortez et al., 2015). 

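On single arrays, the log2 signal of A2ml1 was 11.89, 11.02 and 9.75 at day 7 and 9.46, 7.65 and 5.38 at day 0, for replicates 1, 2 and 3. In original cells it was 7.66, 9.25 and 11.09, and the difference between day 7 and original cells did not pass in limma, with a log2 fold change of 1.55 (standard error 1.09, adjusted p = 0.341). The rise from day 0 passed over all genes with only the 2 groups compared in the fit (adjusted p = 0.000721), with array weights (0.00109), and without replicate 3 (0.0217), original replicate 1 (0.0455) or original replicate 3 (0.00662).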

Our data suggests that the differentiated mMEEC culture system might have utility for reproducing the OM phenotype of these mouse mutants *in vitro* and enable comparative studies between unaffected and diseased cultures. 

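Genes mutated in primary ciliary dyskinesia followed the cilia genes, of which many are members of both lists. Rsph9, a radial spoke protein, rose from day 0 to day 7 by a log2 fold change of 4.62 (standard error 0.898, adjusted p = 0.0396). Of 40 such genes, 0 were higher and 15 lower (0 and 24 when adjusted over the list alone) at day 0 against original cells, with a median log2 fold change of −1.87 (adjusted p = 5.01e-07 from camera, adjusted p = 0.472 with an estimated correlation). Between day 0 and day 7, 6 were higher and 0 lower (29 and 0 when adjusted over the list alone), with a median of 2.49 (adjusted p = 2.62e-27 from camera, adjusted p = 0.191 with an estimated correlation). Between day 7 and original cells, 0 were higher and 0 lower (0 and 0 when adjusted over the list alone), with a median of 0.55 (adjusted p = 0.0809 from camera, adjusted p = 0.763 with an estimated correlation). In the last comparison, the list passed with array weights (0.00153), without replicate 3 (3.36e-09), original replicate 3 (1.21e-06) or ALI day 7 replicate 3 (1.11e-06). Rsph9 lost the call without replicate 1 or 2, original replicate 2, ALI day 0 replicate 1, 2 or 3, or ALI day 7 replicate 1 or 2, or after quantile normalization again, or after median centring (adjusted p up to 0.562). Rsph9 at day 0 lay within the range of the receptor genes, so the size given for its change from or to that group is a lower bound.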

Our data can also be used to understand the expression and localisation of other disease-causing mutations, for example in genes associated with primary ciliary dyskinesia, an autosomal recessive genetic disorder that causes defects in the action of cilia and can result in OM (Mata et al., 2014). Ultimately, it will be interesting to compare our data with that seen in human middle ear cells cultured in a similar manner (Chen et al., 2019).

Although our data provides a transcriptional signature of the murine middle ear epithelium as it undergoes the process of mucociliary differentiation *in vitro*, it is missing any protein data. We recognise that it is proteins that drive cellular processes such a differentiation and generating a proteomic signature of this process is important as gene expression is not always correlated with protein translation (Edfors et al., 2016). Our previous proteomic analysis of apical secretions from similar cultures did identify many of the genes we identified in of expression data set (Mulay et al., 2016).

In conclusion, we have presented data describing the gene expression changes in primary murine middle ear cells as they become differentiated when cultured at an ALI. Consistent with our established understanding of the cellular composition of the middle ear this signature describes a mucociliary epithelium. This data set provides a complete transcriptome of the *in vitro* middle ear epithelium when cultured in a manner than encourages differentiation. This will be a valuable tool for understanding the role played by candidate genes in the middle ear and during the development of OM.

## MATERIALS AND METHODS

### Ethics statement

All animal experiments were performed at the University of Sheffield in accordance with the UK Animals (Scientific procedures) Act, authorized under a UK Home Office License (project license number is P4802B8AC) and approved by the animal project review committee of the University of Sheffield. 8–10-week-old C57BL6 mice of mixed sex were used in this study. Mice were housed in ventilated cages under specific pathogen free conditions. Mice were euthanised by overdose of pentobarbitone followed by exsanguination.

### Isolation and differentiation of middle ear epithelial cells at air liquid interface

The protocol for primary culture and differentiation of mMEECs has been described in detail previously (Mulay et al., 2016, 2019). Five or six mice of mixed sexes (10–12 bullae) were used for each cell isolation. Following a differential adherence step that removes contaminating fibroblasts, the original cell population contains a mix of cell types including differentiated epithelial cells, multipotent ‘basal cell-like’ epithelial cells and inflammatory cells. 1×10^4^ of these ‘original’ cells were plated on to rat-tail collagen I coated 24-well, 0.4 μm pore sized transparent PET (Polyethylene Terephthalate) membranes in the presence of 10 μM of Rho Kinase inhibitor, Y-27,632 dihydrochloride (ROCKi, Tocris Bioscience). Cells were cultured to confluence in submerged culture and subsequently grown at the ALI for up to 7 days. Cells were lysed in 250 µl of Trizol reagent (Sigma-Aldrich) for RNA extraction at ALI day 0, day 3, and day 7. Fig. 1A gives a brief overview of the complete cell culture system.

### RNA extraction and reverse transcription PCR (RT-PCR)

For end-point RT- PCR, total RNA was extracted from freshly isolated mMEECs before seeding (original) and cells at ALI days 0, 3 and 7 lysed in Trizol. RNA yield was determined using NanoDrop-1000 (Thermo Fisher Scientific). Residual genomic DNA was digested by DNase I treatment (Promega, cat. No-M6101) and 200 ng of RNA was reverse transcribed using AMV Reverse Transcriptase (Promega, cat. No-M9004). RT-PCR was performed with 1 µl of template cDNA and Maxima Hot Start Green PCR Master Mix (Thermo Fisher Scientific, cat. No-K1061). The cycling conditions were: 95°C for 5 min; denaturation: 94°C for 1 min (25–35 cycles); annealing: 60°C for 1 min; extension: 72°C for 1 min; final extension: 72°C for 7 min (MJ Research PTC-200). The primer pairs used are as follows: Bpifa1F, ACAGAGGAGCCGACGTCTAA; Bpifa1R, CCAAGAAAGCTGAAGGTTC; Tekt1 F, CAGTGCGAAGTGGTAGACG; Tekt1R, TTCACCTGGATTTCCTCCTG; Oaz1F, ACAGAGGAGCCGACGTCTAA; Oaz1R, CCAAGAAAGCTGAAGGTTC; Spata18F, GCAATGCAGTCCTTAGAGCC; Spata18R,CATTACTGGTCGCACGGAC; Dynlrb2F, CCACAGGCGCGATGACAG; Dynlrb2R,ACTCACATGGGTTCTGAATGACA; Cdhr3F, AGGTGGAAAGGCCCATTAAC; Cdhr3R, AGTCGTAGAAGGGCATCAGG. The amplified PCR products were run on a 2% agarose gel containing 0.5 µg/ml ethidium bromide and bands visualised using a Bio-Rad ChemiDoc™ XRS+.

### Clariom S mouse microarray

Samples of total RNA (*n*=3 at each time point) were checked for quantity and quality using the Nanodrop and Agilent Bionalyser 600. Subsequently 200 ng was prepared for analysis on the Clariom S mouse GeneChip (Thermo Fisher Scientific) according to the manufacturers' instructions. Briefly mRNA was converted to double stranded cDNA with the incorporation of a T7 polymerase binding site at the 3′ end of the RNA molecule. Antisense RNA was generated by utilization of the T7 polymerase. This was purified using a magnetic bead process and further quantified on the Nanodrop. 15 ug of the aRNA was taken forward to generate a sense DNA strand. This was fragmented and end labelled with biotin before being incorporated into a hybridization solution and incubated with the GeneChip. Following post hybridisation washing using the fluidics station a fluorescent signal corresponding to hybridization of the labelled material to the oligonucleotide probes on the chip was achieved using a streptavidin-phycoerythrein cocktail. Gene chips were scanned on the Gene Chip 7000G scanner and the images collected as CEL files. Raw data from this study has been submitted to NCBI with the submission number GSE150764.

### Bioinformatic analysis

Microarray data in CEL files was analysed using Affymetrix Expression Console. Gene level summary data were obtained using the RMA summarization method. Differentially expressed genes were identified using Limma (Smyth, 2004) with the criteria of absolute fold change>2 and Limma adjusted *P*-value<0.05. Batch effect was included in the statistical models. *P*-values were adjusted with the Benjamini and Hochberg method (Benjamini and Hochberg, 1995). A gene can have more than one probe sets. If a gene had both up- and downregulated probe sets, it was removed from the list of differentially expressed genes. Multidimensional scaling plot were generated using Limma. Gene ontology analyses were performed using clusterProfiler (Yu et al., 2012).

## Supplementary Material

Supplementary information

# Supplementary material for: The transcriptional landscape of the cultured murine middle ear epithelium in vitro
**Source:** Biol Open. 2021 Apr 23;10(4):bio056564. doi: 10.1242/bio.056564
**Supplement:** Supplementary information

Table S1. Differential gene expression of MEECs Day 0 vs original

[Click here to download Table S1](#)

Table S2. Differential gene expression of MEECs Day 7 vs Day 0

[Click here to download Table S2](#)

Table S3. Differential gene expression of MEECs Day 7 vs original

[Click here to download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

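Total RNA of cultured mouse middle ear epithelium was measured on Clariom S mouse arrays, 3 each of original cells, cells at ALI day 0 and cells at ALI day 7. By their account, the authors summarized and normalized the raw arrays with RMA. They deposited log2 signals with 2 decimals, as 1 table of 22206 probe sets by 9 arrays. Their deposited notes name Transcriptome Analysis Console 4.0 and limma, while the methods name Affymetrix Expression Console and limma with the batch effect in the models. All 9 value columns were assigned to a group from the sample labels, and 0 were left unassigned. The raw arrays were not processed again, so background correction and normalization are the authors' own.

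Probe sets were paired with mouse gene names from the reference annotation, and only a probe set with 1 name was given it. In that way 19572 probe sets received a name, for 19505 genes, of which 55 have several probe sets, and 2634 probe sets stayed unnamed. A gene was counted once, a gene called both ways was left out of the counts, and an unnamed probe set counted as 1. BC048546 was taken as A2ml1, the pair that the paper gives, and Deup1 as the current name of Ccdc67.

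Each probe set was fitted with limma 3.58.1 in R 4.3.3, over all 9 arrays, with group and replicate number as terms (4 residual degrees of freedom, 5.442 prior degrees of freedom from empirical Bayes). A call needed an absolute fold change above 2 and an adjusted p below 0.05 by the method of Benjamini and Hochberg over all probe sets. The replicate number was used as a block because the methods include a batch effect, the text speaks of matched triplicates and Fig. 2B names the same 3 batches in each group. The number of a label is not linked to a batch anywhere in the material read. A gene's level is given as mean ± SD of 3 arrays, and distances, principal components and hierarchical clustering used the log2 values as deposited. Arrays carry no depth, so 1412 probe sets of 1410 olfactory and vomeronasal receptor genes served as the guide to weak signal. A group mean below the 95th percentile of their group means is said to lie within their range. A fold change against such a mean is read as a lower bound, leaving aside the error of the estimate. Such a mean need not be at the floor of its own probe set. Tables and figures were drawn in Python 3.11.15.

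There were 35 gene lists, written from general knowledge of gene function: motile axoneme, dynein arm preassembly, multiciliated programme, intraflagellar transport, primary ciliary dyskinesia, mitosis, DNA replication, DNA repair, mitochondrial ribosomal proteins, aminoacyl-tRNA synthetases, cytosolic ribosomal proteins, migration and matrix remodelling, secretory host defence, mucous and goblet cells, oxidoreductases of secretory cells, basal cells, squamous keratinocytes, neutrophils, monocytes and macrophages, class II and dendritic cells, lymphocytes, erythroid genes, fibroblasts, endothelium, skeletal muscle, bone and cartilage, melanocytes and glia, immediate early genes, interferon-stimulated genes, interleukin 1 family and CXC chemokines, cholesterol synthesis, glycolysis and hypoxia, ion transport and rare cells, the paper's 13 otitis media genes and the receptor genes. Each was compared with all other genes by limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison. The same test with the correlation estimated from the residuals, and the rotation test fry, were alternatives. Some lists hold genes that the paper names as changed on these same arrays. The axoneme list holds Spata18, Lrrc34, Dynlrb2, Dnah6, Spef2, Ccdc146 and Tekt1, and the multiciliated list Cdhr3, Lrguk and Deup1. Lox and Arg1 are in the migration list. Tests of such lists are thus not independent of the paper's findings.

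Named genes are those the paper names, the 10 largest changes in each direction of each comparison among called genes that moved the same way in all 3 same-numbered pairs, and up to 4 called members of a list that is described. Values in the paper's Table 1 and figures had been seen when that rule was written. The groups, comparisons, main tests, lists, named-gene rule and alternatives were set before the data were examined. Chosen later were the fit without original replicates 1 and 2, the quantile normalization of the gene lists, the reading of changes against weak signal as lower bounds, and the tests that the closing parts name as chosen after the results were seen.

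Alternatives changed 1 choice at a time: no replicate block, the block as a random effect, only the 2 groups compared in the fit, an intensity trend and robust prior, a filter that kept the 13513 probe sets above the receptor percentile in at least 3 arrays, quantile normalization of the deposited values again, centring each array on its median, array weights, a test against the fold threshold itself (treat), a fold threshold of 1.5, counting by probe set, a moderated F test for the total, and leaving out each replicate number and each array. The limma steps were tested on simulated data for 22206 probe sets with 50 changed genes per size and comparison. At a log2 change of 4, calls were made for 100%, 100% and 98% of changed genes in the 3 comparisons, and false calls among unchanged genes numbered 11, 9 and 7. Each gene had the same spread in all groups there. Far fewer genes changed than were called against original cells, so the shares test the steps rather than describe the real comparisons.

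Gene ontology enrichment with clusterProfiler was not run, and the fixed lists stand in its place. Tables S1 to S3 were not used. No genome coordinates are given, since the material names no build.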

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

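Among the tests in this part, those of receptor genes on original replicate 3, those of original replicate 3 itself, and those of the signal range and the pace of differentiation on ALI day 7 replicate 3 were chosen after the results were seen. The results are shifts of gene lists that the paper does not discuss, with a camera call and a median log2 change of at least 1 in size, and the receptor genes.

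Receptor genes, which these cells are not known to use, read higher in original cells than at day 0, with a median change of −0.81 (1412 probe sets, 1 higher and 83 lower, 1 and 0 when adjusted over the list alone; camera 6.82e-14, 0.482 with an estimated correlation). Against original replicates 1, 2 and 3 singly, the median of the day 0 mean was −1.66, −0.947 and 0.173. The value of 0.173 goes against receptor genes being used by the cells of every isolation, and is consistent with raised weak signal on original replicates 1 and 2, where the 95th percentile of the receptor genes was 9.01 and 7.65, against 5.45 to 6.06 on the other 7 arrays. After quantile normalization again, the median was −0.447, past the bound of 0.4 in size that was set beforehand. By that rule, the value goes against a difference in value distributions that such normalization removes. It lies within a margin added after the value was seen (SD over day 0 arrays 0.0572). Against original replicates 1, 2 and 3 singly, the median after this normalization was −0.978, −0.414 and 0.117. With that spread between original arrays, the test does not settle the question. Quantile normalization again brought the receptor probe sets called lower by limma from 83 to 29; use of receptor genes in the isolations of replicates 1 and 2 alone was not tested.

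Original replicate 3 stood apart from original replicates 1 and 2. A narrower range of signals on those arrays raises weak and lowers strong signals. The SD of all values was 2.67 and 2.82 there, against 3.18 to 3.34 on the other 7. Quantile normalization again evens out the ranges, but it did not remove the difference in weak signals. Receptor genes still had a median difference of −0.837 on replicate 3 from the mean of replicates 1 and 2, against −1.48 before. Only 22 of 41 macrophage genes passed the filter on low signal, against 22 of 25 squamous genes. The gap of 3.09 between squamous and macrophage markers after quantile normalization again thus mixes strong and weak signals. It cannot decide on that range as the cause. The squamous median was then 2.61 higher on replicate 3, and 3.32 before, which for these genes is consistent with more squamous cells in that isolation, as a hypothesis found and tested on the same arrays. Cilia lists moved almost as far after quantile normalization again, at 2.08 for the motile axoneme (71 of 77 members higher) and 2.21 for ciliary dyskinesia genes (39 of 40), which more squamous cells do not account for. Calm4 read 13.09, 10.80 and 15.92 and Krt16 12.69, 12.62 and 16.79 on replicates 1, 2 and 3; other differences between isolations stay open.

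ALI day 7 replicate 3 lay between the day 0 arrays and the other day 7 arrays for cilia and mitosis genes. Its SD over all values was 0.0976 above the lowest of the other cultures, which goes against a narrower signal range. Mixed-in RNA of day 0 cells would need 1 share for all genes, but for 129 genes that fell steeply elsewhere the quartiles of that share were 0.0292 and 0.798, a difference of 0.769. The share was taken against the mean of the 3 day 0 arrays, which differ among themselves. RNA of a single day 0 culture was not tried, so mixing stays open. Deviations from the group means correlated at 0.418 between ALI day 0 replicate 3 and ALI day 7 replicate 3. Slower differentiation of that culture was tested on the 7 lists outside cilia and cell cycle that moved by a median of 1 or more from day 0 to the other day 7 arrays: replicate 3 lay toward day 0 on 5, such as basal genes (0.825 above the mean of replicates 1 and 2), but away from it on 2, glycolysis and hypoxia (−0.55) and migration (−0.175). Slower differentiation thus cannot be told apart from other differences between the cultures, among them one in squamous genes (1.7 higher).

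At day 0, squamous keratinocyte markers had a median change from original cells of −2.96 (25 probe sets, 3 higher and 16 lower, 3 and 18 when adjusted over the list alone; camera 2.7e-06, 0.257 with an estimated correlation). For immediate early and dissociation stress genes it was −2.30 (50 probe sets, 0 higher and 36 lower, 0 and 42 when adjusted over the list alone; camera 6.25e-20, 0.14 with an estimated correlation). Interleukin 1 family and CXC chemokine genes moved by a median of −1.16 (28 probe sets, 4 higher and 10 lower, 4 and 13 when adjusted over the list alone; camera 0.00149, 0.14 with an estimated correlation). Genes of cholesterol synthesis moved by a median of 2.72 (19 probe sets, 17 higher and 0 lower, 18 and 0 when adjusted over the list alone; camera 1.41e-11, 0.138 with an estimated correlation). Glycolysis and hypoxia genes moved by 2.29 (33 probe sets, 20 higher and 2 lower, 23 and 3 when adjusted over the list alone; camera 1.73e-08, 0.14 with an estimated correlation) and then moved by −1.73 from day 0 to day 7 (0 higher and 12 lower; camera 7.35e-25, 0.062 with an estimated correlation). Basal cell markers moved by 1.21 (21 probe sets, 8 higher and 2 lower, 10 and 2 when adjusted over the list alone; camera 0.00967, 0.14 with an estimated correlation), without a camera call with the filter on low signal (0.276) or after quantile normalization again (0.11), and moved by −1.82 from day 0 to day 7 (0 higher and 5 lower; camera 5.92e-11, 0.0532 with an estimated correlation). DNA repair and mitochondrial ribosomal proteins had medians of 1.24 and 1.25 at day 0. Between day 0 and day 7, cytosolic ribosomal proteins moved by −1.08 (35 probe sets, 0 higher and 1 lower, 0 and 13 when adjusted over the list alone; camera 7.4e-19, 0.0729 with an estimated correlation). Oxidoreductases of secretory cells moved by 1.45 (49 probe sets, 16 higher and 0 lower, 24 and 0 when adjusted over the list alone; camera 4.57e-26, 0.0815 with an estimated correlation).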

How the results depend on the processing

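The fit without original replicates 1 and 2 was chosen after the data were seen, and the other settings of the counts were planned. It leaves 1 original array, which is assumed to vary like the arrays of the other groups. Across settings, no probe set that was called with all arrays was called in the opposite direction.

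Pairing by replicate number was checked from the deviations of arrays from their group means. Of 9 same-numbered pairs, 5 correlated above 0.1 (range −0.0804 to 0.418, median 0.124, against −0.0962 for other pairs, range −0.349 to 0.238), and 2 of the 9 arrays correlated best with their own number, so the numbers are not shown to pair the samples. With no replicate block the counts were 2770 higher and 1427 lower at day 0 than in original cells, 170 and 114 at day 7 than at day 0, 2560 and 1095 at day 7 than in original cells, and 5233 in total. Of the probe sets called with the block, 87%, 70.9% and 87.4% were called without it in the 3 comparisons, in that order.

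At day 0 against original cells, genes higher (2948) and lower (1629) numbered 1764 and 997 with only the 2 groups in the fit, 4436 and 3825 with array weights, 691 and 414 with treat, and 282 to 4577 and 263 to 3769 when 1 replicate was left out; without original replicates 1 and 2 they numbered 974 and 1276, so most were then lower (43.3% higher, against 64.4%). At day 7 against day 0 (178 and 180) the numbers were 647 and 571 with only the 2 groups, 102 and 114 after quantile normalization again, 105 higher after median centring, 910 and 957 with array weights, 41 and 33 with treat, and 0 to 585 and 0 to 491 with 1 replicate left out; without original replicates 1 and 2 this comparison is by construction that of only the 2 groups (647 and 571). At day 7 against original cells (2646 and 1250) they were 4549 and 3580 with array weights, 491 and 376 with treat, 816 lower with only the 2 groups, 186 to 4527 and 238 to 3764 with 1 replicate left out, and 592 and 995 without original replicates 1 and 2, most of them again lower (37.3% higher, against 67.9%). The total (5639) was 10418 with array weights, 1419 with treat, 4444 by the moderated F test, 689 to 10130 with 1 replicate left out and 3068 without original replicates 1 and 2. Among the fits with 1 replicate left out, counts were lowest without replicate 2 and highest without original replicate 3, where fewer arrays also change the estimate of spread; otherwise the cause was not tested. Median centring gave 3771 higher and 1143 lower at day 0 (76.7% higher).

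Otitis media genes called between day 0 and day 7 (0 by limma, 3 at an unadjusted p under 0.05) numbered 3 with only the 2 groups (and so without original replicates 1 and 2), 4 with array weights and 0 to 2 with 1 replicate left out. Of 35 lists, camera called 26, 22 and 24 in the 3 comparisons (26 to 29, 21 to 27 and 23 to 30 with 1 replicate left out), and 0 in each with an estimated correlation; fry called 11 between day 0 and day 7. The median of mitosis genes at day 0 was 2.77 (p 0.112 with an estimated correlation; 2.6 to 2.96 with 1 replicate left out), and that of the motile axoneme between day 0 and day 7 was 3.07 (p 0.15 with an estimated correlation, 0.0831 with fry; 2.31 to 4.16 with 1 replicate left out). The distance within day 0 was 110.5 with the filter on low signal (125.3 without), and within original cells 140 to 251.8 with 1 replicate left out.

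Directions turned for a few results, and the cause was not tested. Without original replicates 1 and 2, Il1a was 2.77 at day 0, Tekt1 −2.77 at day 7 against original cells, intraflagellar transport −0.8 at day 0, receptor genes 0.1 at day 0 and 0.183 at day 7, the motile axoneme −1.9, the multiciliated programme −0.491 and ciliary dyskinesia genes −1.33 at day 7, each against original cells. In the last comparison, Lrguk was 1.51 and Spef2 1.72 without replicate 3 and Spef2 was 1.62 without original replicate 3 (with 1 replicate left out, lowest −1.07 and −1.39), and the axoneme was −0.575 without replicate 1 and −0.363 without original replicate 1 (highest 1.56). Receptor genes between day 0 and day 7 were −0.257 without ALI day 0 replicate 1 and −0.215 without ALI day 7 replicate 3 (highest 0.292). Of the 70 named genes called between day 0 and day 7, 0 were called without replicate 2 (limma, 1307 probe sets at an unadjusted p under 0.05), and 13 were not called with no replicate block. Of 186 at day 0 and 180 at day 7 against original cells, 77 and 80 were called in every setting. Weak signal limits original replicates 1 and 2 most, where 23.8% and 37.7% of probe sets lay above the receptor percentile of their array. On original replicate 3 the share was 61.5%, against 55.5% to 59.7% in culture.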

Differences from the paper's values

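The fit without original replicates 1 and 2 was chosen after the values were seen, and the settings compared below were otherwise set before the data were examined. Between day 0 and day 7, 178 genes were higher at day 7, against the paper's 489, and 180 were lower, against the paper's 385, at the thresholds that the paper states. Of 23 alternatives, the higher count no longer differed by over 1.5 times in 4, with only the 2 groups compared in the fit (647), without replicate 3 (501), without original replicate 3 (585) and without ALI day 7 replicate 3 (358), and still differed in 19. The lower count no longer differed in 3, with only the 2 groups (571), without replicate 3 (404) and without original replicate 3 (491), and still differed in 20. For this comparison the fit without original replicates 1 and 2 is by construction that of only the 2 groups, and adds nothing to it.

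Fig. 2F shows expression on a scale that the legend does not name. As 2 to the power of the deposited signal, mean levels at day 0 and day 7 were Mecom 3550 and 11800 (about 390 and about 830 in Fig. 2F, read by eye), Rpl38 63200 and 18300 (about 1900 and about 1100 in Fig. 2F, read by eye), Tlr4 2510 and 4420 (about 280 and about 410 in Fig. 2F, read by eye), Nisch 22900 and 17100 (about 1100 and about 980 in Fig. 2F, read by eye), Fbxo11 12000 and 13400 (about 780 and about 830 in Fig. 2F, read by eye), Tgif1 5400 and 5110 (about 490 and about 480 in Fig. 2F, read by eye) and Lmna 2020 and 968 (about 320 and about 210 in Fig. 2F, read by eye). For A2ml1, day 7 read 2240 (about 180 in Fig. 2F, read by eye), while at day 0 the level was 316 (about 70 in Fig. 2F, read by eye), a gap smaller than the SD over its 3 arrays (346). Over 8 alternatives, each of the other levels still differed, except Tgif1 at day 0, which did not after quantile normalization again, without replicate 3 or without ALI day 0 replicate 3; A2ml1 at day 0 did differ in the last 2 of these. Ranks of the 16 levels were alike (Spearman 0.971), but the ratio of deposited to figure values ran from 4.51 to 33.3 and the slope on log2 scales was 1.67. By that slope, a log2 change reads larger on the deposited scale than in the figure. After that slope and an offset were fitted to the same levels, the largest gap was 1.50-fold, for A2ml1 at day 7, and the next 1.21-fold, for Lmna at day 0.

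The paper places Tekt1 near the head of its day 7 list, whereas here it ranked 91 by log2 fold change among all probe sets and 411 by p among those higher, with no call over all genes. It was called with only the 2 groups compared, with array weights, without replicate 3, original replicate 1, original replicate 3 or ALI day 7 replicate 3, and ranked 61 to 119 among called genes in these. The quantity that the paper ranks by is not stated. Sorbs2, which the paper puts among the first genes of day 0 and of day 7 against original cells, ranked 12 in both (12 to 32 and 6 to 18 over settings), Lrrc34 ranked 15 between day 0 and day 7 (12 to 19), Il1a ranked 8 among the falls (7 to 17) and Serpina7 15 at day 7 against original cells (2 to 41). Ppbp, which the paper's text does not name for that comparison (Table S1 was not used), had the largest rise of a named gene at day 0 against original cells.

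The paper describes Bpifb1 as lost at day 0 and not back to its original level at day 7, and the pattern of Tff2 and Muc5b as similar. Here Tff2 stayed low, while Muc5b rose from 7.43 at day 0 to 14.59 at day 7. The paper describes samples of a time point as grouping together, with some variability, in its heat map of differentially expressed genes. The input here was another one, all probe sets. Their clustering into 3 put original replicate 3 in a cluster of its own and did not part day 0 from day 7. With 2 clusters, original replicate 3 joined the cultures. Fig. 2F marks A2ml1 (as BC048546) and Mecom as changed and leaves Rpl38 without a mark, by a test that the legend does not name; here the adjusted p over all genes was 0.217 for A2ml1, 0.119 for Mecom and 0.137 for Rpl38. Both marked genes were called with only the 2 groups compared, with array weights and without original replicate 3, and A2ml1 also without replicate 3 or original replicate 1; Rpl38 was called with only the 2 groups compared and with array weights. Mecom had the largest change among the mutagenesis genes, as the paper states, and over all 13 otitis media genes A2ml1 changed more.

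Of the first 20 probe sets by signal, 6 in original cells, 5 at day 0 and 8 at day 7 are named genes of the paper's Table 1, of which 15, 15 and 20 genes could be measured under a name here. The unnamed probe sets among the first 20 number 11, 11 and 9, so this tally is a lower bound.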

Other observations

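The tests in this part were planned, apart from the choice of the overlap of lost and regained genes, which followed from seeing it. Of the sterol synthesis genes, Nsdhl rose up to day 0 by a log2 fold change of 5.33 (standard error 0.561, adjusted p = 0.000451) and Fdps by 3.88 (standard error 0.429, adjusted p = 0.000552), and of the hypoxia genes Pdk1 rose by 6.24 (standard error 0.486, adjusted p = 0.000101) and Aldoc by 6.23 (standard error 0.577, adjusted p = 0.000223). Fosb and Nr4a3, immediate early genes of a kind that tissue dissociation can induce, fell up to day 0 at −6.75 (standard error 0.667, adjusted p = 0.000304) and −7.56 (standard error 0.597, adjusted p = 0.00011). The squamous genes Klk7 and Krtdap fell, at −6.23 (standard error 0.394, adjusted p = 3.09e-05) and −6.28 (standard error 0.857, adjusted p = 0.0016), while Trp63, the transcription factor of basal cells, rose by 4.88 (standard error 0.464, adjusted p = 0.000261). Interferon-stimulated genes had a median of −0.98 (43 probe sets, 0 higher and 14 lower, 0 and 15 when adjusted over the list alone; camera 9.13e-08, 0.288 with an estimated correlation), with Rsad2 at −5.63 (standard error 0.47, adjusted p = 0.000142) and Cxcl10 at −5.38 (standard error 0.379, adjusted p = 5.68e-05). The median of the receptor genes in that comparison was −0.81. Of the interleukin 1 family, Il1b fell, at −9.83 (standard error 0.466, adjusted p = 5.07e-06), and Il33 rose by 3.49 (standard error 0.406, adjusted p = 0.000694). The 13 genes named here kept their calls in 21 other fits. Fdps and Pdk1 in original cells, and Nr4a3 and Rsad2 at day 0 lay within the range of the receptor genes, so the sizes given for these changes are lower bounds.

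Of 33 glycolysis and hypoxia genes, 0 were higher and 12 lower (1 and 24 when adjusted over the list alone) at day 7 than at day 0 (adjusted p = 7.35e-25 from camera, adjusted p = 0.062 with an estimated correlation), among them Car9 at −5.35 (standard error 0.646, adjusted p = 0.00679) and Slc16a3 at −4.54 (standard error 0.598, adjusted p = 0.00854). Also lower was Col17a1, an anchoring collagen of basal cells, at −4.52 (standard error 0.398, adjusted p = 0.00156). Car9 lost the call without replicate 2, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.254). The call of Slc16a3 ended without replicate 1 or 2, ALI day 0 replicate 1, or ALI day 7 replicate 1 or 2 (adjusted p up to 0.175). For Col17a1, the call did not hold without replicate 2, or in a fit with no replicate block, or with the block as a random effect (adjusted p up to 0.153). Kcne3 lost the call without replicate 1 or 2, ALI day 0 replicate 2 or 3, or ALI day 7 replicate 1 or 2, or after quantile normalization again (adjusted p up to 0.383). Against original cells, 13 were higher and 0 lower (13 and 0 when adjusted over the list alone) of 19 sterol genes at day 7, with a median of 2.11 (adjusted p = 1.02e-08 from camera, adjusted p = 0.143 with an estimated correlation). Genes of ion transport and rare epithelial cells had a median from day 0 of 0.47 (28 probe sets, 2 higher and 0 lower, 7 and 1 when adjusted over the list alone; camera 0.000118, 0.117 with an estimated correlation), with Kcne3 at 3.00 (standard error 0.479, adjusted p = 0.0184). Melanocyte and glial markers had a median at day 0 of −0.62 (16 probe sets, 1 higher and 2 lower, 1 and 2 when adjusted over the list alone; camera 0.109, 0.26 with an estimated correlation), and they passed with fry (0.0347). Car9 at day 7 read within the receptor genes' range, which makes its change from or to that group a lower bound.

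Of the probe sets lower at day 0 than in original cells (1642), 94 were among the 178 higher at day 7 than at day 0, against 13.2 if the lists were independent, and 84 of the 94 were not called between day 7 and original cells. The reverse course was taken by 117 (23.9 if independent), while 7 were higher and 11 lower in both steps (23.7 and 13.3 if independent). Both steps share the day 0 arrays, which by chance alone gave a covariance of −0.130 to −0.118 in 100 simulations and an overlap of at most 1 in 20; with no effects there are hardly any genes to overlap, so the latter sets no scale for the 94. The observed covariance was −0.439, a difference of −0.315 from the simulated mean, which goes against the shared arrays as the whole cause, while part of the overlap may come from them. The correlation was −0.359, against −0.4996 simulated with no effect.

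Other splits of the same arrays were tried. With 6 arrays there are 10 splits, too few for a share under 0.05: the real split (2948 higher and 1629 lower at day 0 against original cells, 178 and 180 at day 7 against day 0, 2646 and 1250 at day 7 against original cells) was in each case the only 1 of 10 with as many genes, and the highest other split gave 0, 0, 0, 0, 1 and 1 genes. For the total of 5639, 100 splits of the 9 arrays were drawn, 86 could be fitted, and 1 of 86, the real one, gave as many genes. That share is under 0.05, which goes against chance for the total, though a draw of this size does not exclude it. The highest other split gave 3515; it and the next 4 (down to 2075) keep the original cells together and mix the cultures, which is a structure of the samples, and the next gave 3.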
